# Metabolic and transcriptomic changes induced in host during hypersensitive response mediated resistance in rice against the Asian rice gall midge

**DOI:** 10.1186/s12284-016-0077-6

**Published:** 2016-02-19

**Authors:** Ruchi Agarrwal, Ayyagari Phani Padmakumari, Jagadish S. Bentur, Suresh Nair

**Keywords:** Aminotransferase, GABA, Hypersensitive response, Insect-plant interaction, Rice-gall midge interaction, Metabolic profiling, Singlet oxygen, GC-MS, Microarray, Transcript profiling

## Abstract

**Background:**

An incompatible interaction between rice (*Oryza sativa*) and the Asian rice gall midge (AGM, *Orseolia oryzae* Wood-Mason), that is usually manifested through a hypersensitive response (HR), represents an intricate relationship between the resistant host and its avirulent pest. We investigated changes in the transcriptome and metabolome of the host (*indica* rice variety: RP2068-18-3-5, RP), showing HR when attacked by an avirulent gall midge biotype (GMB1), to deduce molecular and biochemical bases of such a complex interaction. Till now, such an integrated analysis of host transcriptome and metabolome has not been reported for any rice-insect interaction.

**Results:**

Transcript and metabolic profiling data revealed more than 7000 differentially expressed genes and 80 differentially accumulated metabolites, respectively, in the resistant host. Microarray data revealed deregulation of carbon (C) and nitrogen (N) metabolism causing a C/N shift; up-regulation of tetrapyrrole synthesis and down-regulation of chlorophyll synthesis and photosynthesis. Integrated results revealed that genes involved in lipid peroxidation (LPO) were up-regulated and a marker metabolite for LPO (azelaic acid) accumulated during HR. This coincided with a greater accumulation of GABA (neurotransmitter and an insect antifeedant) at the feeding site. Validation of microarray results by semi-quantitative RT-PCR revealed temporal variation in gene expression profiles.

**Conclusions:**

The study revealed extensive reprogramming of the transcriptome and metabolome of RP upon GMB1 infestation leading to an HR that was induced by the generation and release of reactive oxygen species i.e. singlet oxygen and resulted in LPO-mediated cell death. RP thus used HR as a means to limit nutrient supply to the feeding maggots and simultaneously accumulated GABA, strategies that could have led to maggot mortality. The integrated results of transcript and metabolic profiling, for the first time, provided insights into an HR+ type of resistance in rice against gall midge.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12284-016-0077-6) contains supplementary material, which is available to authorized users.

## Background

The integrated analyses of transcriptomic and metabolomic data obtained from two biological levels i.e. transcript level and metabolite level, respectively, is a useful way of examining the complexity of biological systems. An integrated study of gene expression with metabolomics provides a better insight into the cellular complexity at molecular level. Such an approach was witnessed in the last decade where the emergence of integrated ‘omics’ approach helped us gain valuable insights into the complex route from gene expression (transcriptomics) to function (metabolomics) in living systems under various kinds of stress. Recent literature is replete with examples where data derived from microarray is integrated with gas chromatography–mass spectrometry (GC-MS) based metabolomics data to study various aspects of plant biology such as the differences in root cells and border cells in *Medicago* (Watson et al. 2015), senescence in citrus fruits (Ding et al. 2015), triacylglycerol levels in red alga (Sumiya et al. 2015) and rice response to bacterial blight pathogen (Sana et al. 2010). However, there are only a few reports that describe an integrated transcriptomics and metabolomics approach to study insect-plant interactions and none describing rice-insect interactions.

Plant resistance against invading pests is a complex phenomenon revolving around the success of the plant defense response mounted against the invaders. The incompatible interaction between rice (*Oryza sativa*) and the Asian rice gall midge (AGM, *Orseolia oryzae* Wood-Mason; Diptera, Cecidomyiidae) is such an example of successful host defense that results in maggot mortality which could be accompanied by local necrotic death of host tissue (hypersensitive response, HR+) or without death of host tissue (HR-). The resistance in rice against AGM is governed by a gene-for-gene interaction involving the products of resistance gene (*R*-gene) of the host and avirulence gene (*avr*-gene) of the pest (Nair et al. 2011) and their interaction is shown to be closer to plant-pathogen interaction (Stuart et al. 2012, Rawat et al. 2013). Till now 11 *R*-genes (*Gm1* through *Gm11*), against AGM, have been characterized in the rice germplasm in India (Himabindu et al. 2010) and all of them are dominant *R*-genes except *gm3* and these *R*-genes are being utilized for developing gall midge resistant rice varieties through breeding. However, over-use of resistant rice varieties has led to emergence of new virulent biotypes of AGM (Bentur et al. 2003). Therefore, till date none of the *R*-genes is able to confer resistance against all the seven biotypes of gall midge prevalent in India and thus represents a constant co-evolving mechanism of resistance in rice and virulence in gall midge.

Out of the 11 *R*-genes (against AGM) known in rice, resistance associated with *Gm1* and *Gm8* is without invoking HR while resistance associated with the remaining 9 *R*-genes is manifested with HR (Bentur et al. 2011). Though resistance against gall midge is predominantly manifested with HR and results in maggot mortality, HR is not the prerequisite for maggot mortality (Bentur and Kalode 1996). In a pioneering study (Bentur and Kalode 1996), it was shown that an HR+ *indica* rice variety, Phalguna (harboring *Gm2*), was able to resist a secondary infestation by virulent larva but without the expression of HR following its incompatible interaction with gall midge biotype 1 (GMB1). The current study is based on another HR+ *indica* rice variety RP2068-18-3-5 (referred to as RP henceforth) that shows HR upon attack by gall midge biotype 1 (GMB1). RP harbors *gm3* which confers resistance, manifested with HR, against five of the seven GMBs found in India. Mapped to chromosome 4 of rice, *gm3* is the only recessive *R*-gene identified against gall midge thus far and efforts are underway to clone, characterize and functionally validate this gene (Sama et al. 2014). Thus, the resistance shown by RP against GMB1 is a complex trait which involves expression of HR, inability of the maggots to survive on the resistant host and association with a recessive resistance gene. The interaction between RP and GMB1 has never been studied before and therefore, evaluating the molecular and biochemical changes occurring in the host upon GMB1 attack will help us gain insights into the mechanism of resistance conferred by *gm3*.

Moreover, as resistance against AGM in rice is governed by a single gene understanding the mechanism of resistance will provide us valuable inputs for increasing the durability of each *R*-gene. Till date our understanding of rice-gall midge interaction at the molecular level was based on host transcriptomics involving compatible interaction between *indica* rice varieties and gall midge biotypes i.e. Kavya-GMB4M and TN1-GMB4 and similarly for the incompatible interaction between Kavya-GMB1 and Suraksha-GMB4 (Rawat et al. 2012a,b, 2013). This understanding was furthered by resorting to a metabolomics approach wherein metabolite biomarkers for resistance, susceptibility and infestation were identified during interactions between GMB1 and three different hosts i.e. TN1, Kavya and RP (Agarrwal et al. 2014) but did not provide us a picture of changes occurring in host metabolome at different stages of the interaction. Transcriptomics of the gall midge maggots feeding on susceptible or resistant host provided an insight into the changes occurring in the insect when interacting with its host (Sinha et al. 2012). However, thus far, there has been no integrated approach to study data obtained from the transcriptomics and metabolomics of rice-gall midge interaction. Therefore, in the current study, to understand the resistance mechanism of RP against GMB1 we carried out host transcript and metabolic profiling after GMB1 infestation to investigate the interaction at molecular and biochemical levels. We discuss the results of this study and highlight the complexity of the incompatible interaction, involving HR, and also generate a model based on our current findings and information available in the literature to provide an integrated understanding of resistance in RP against GMB1.

## Results

### Differential expression of genes and accumulation of metabolites in resistant host upon gall midge infestation

Gene expression study was performed on the host (*indica* rice variety RP2068-18-3-5; RP) tissue to evaluate the changes occurring in them upon gall midge infestation during an incompatible interaction with the avirulent biotype (GMB1). 

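RP plants were 15 days old when 25 female and 10 male GMB1 midges were released on those to be infested, and the trays went to the humid chamber 48 h later. From each plant 1 cm of tissue was taken at the maggot feeding site (RP-I) or at the same site without maggots (RP-UI). Each of the 6 arrays joins material of 24, 48 and 72 hai, so a transcript has 1 value that covers the 3 time points, and each group has 3 biological replicates. The Affymetrix Rice Genome Array gives a log2 signal for 57381 probe sets, and 22436 of them name 1 rice gene in the annotation held here. RMA made the values: the authors ran it on GeneSpring, and the submitters' processing notes name Affymetrix Expression Console and RMA, whose versions are not given in the sources used here. RP-I was compared with RP-UI for each probe set with limma's moderated test, and p-values were adjusted over the 51532 probe sets kept (Benjamini and Hochberg). Arrays that share a replicate number deviate from their group means alike (correlation of the deviations 0.521, 0.308 and 0.624 for numbers 1, 2 and 3). Between numbers 1 and 2 the highest value was 0.295, close to that of number 2. Deviations within a group of 3 cancel out, so a difference of both arrays numbered 3 would by itself raise all 3 values. The pairing of numbers 1 and 2 is thus less sure than that of number 3. Because of the shared deviations, a second fit took the replicate number as a block. The choice between those fits, and the filter on low signal, could change the calls.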

The un-infested tissue served as control. In the microarray experiment, the total number of probe sets detected were 57,381 out of which 43,738 probe sets filtered out and passed the quality check after data pre-processing and normalization. 

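RMA includes quantile normalization, which brings the arrays to a like level. The median log2 signal was 5.44, 5.45 and 5.46 in RP-UI and 5.45, 5.49 and 5.48 in RP-I, which is therefore no check of transcript level. The median over 69 probe sets of added control RNAs was 8.17, 8.38 and 8.28 in RP-UI 1, 2 and 3. It was 8.30, 8.60 and 8.98 in RP-I 1, 2 and 3. Probe sets whose mean over the 6 arrays reached the 10th percentile were kept here, 51532 of them, and 48881 remain if each array has to reach its own 10th percentile. Arrays RP-I 1 and RP-I 2 are the closest pair (r = 0.990). Array RP-I 3 is closer to RP-UI 3 (r = 0.968) than to RP-I 1 or RP-I 2 (r = 0.961 and 0.954). The first 3 principal components hold 49.8, 27.9 and 12.6% of the variance. With 3 arrays in each group, the number of replicates limits the precision of every value.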

A total number of 7598 probes (differentially expressed genes, DEGs) showed statistically significant differential expression between infested (I) and un-infested (UI) host tissues at a *p*-value **≤**0.05. 

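Aquaporins and type 2C protein phosphatases are among the genes that differ between RP-I and RP-UI on these arrays. The plasma membrane aquaporin PIP1;3, a water channel, rose in RP-I (log2 fold change 2.20, standard error 0.21, adjusted p = 0.0313), as did the vacuolar aquaporin TIP2 (1.74, standard error 0.23, adjusted p = 0.0476). PIP2;5 and PIP2;4 had log2 fold changes of 2.21 and 2.17 (adjusted p = 0.0666 and 0.0710, or 0.0216 and 0.0150 with the replicate number as a block). Type 2C protein phosphatases take phosphate off other proteins and did not shift as a list by camera (adjusted p = 0.165). PP2C62 rose (1.37, standard error 0.18, adjusted p = 0.0476), and PP2C73 had a value of -1.21 (standard error 0.20, adjusted p = 0.0655, or 0.0202 with the replicate number as a block) in its probe set of highest signal and fell in another (-1.18, standard error 0.15, adjusted p = 0.0476). Over the array, 7330 of 51532 probe sets reached an unadjusted p of 0.05 or under with limma's moderated test, and 290 an adjusted p under 0.05, against 4379 with the replicate block. Aquaporins as a group shifted up by camera, a test of a gene set against all other probe sets (median log2 fold change 0.20, 23 of 30 probe sets with a higher mean in RP-I, adjusted p = 0.0105 over 53 lists), and the adjusted p was 0.485 with an estimated correlation. Adjusted over the list alone, 4 aquaporin probe sets rose. The list adjusted p ran from 0.000988 to 0.122 when single arrays were left out, with 0.0591 without RP-UI 1 and 0.122 without RP-I 3.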

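The largest changes between RP-I and RP-UI include genes that carry only a number as symbol in the annotation used here, as most of its genes do. Among the increases at an adjusted p under 0.05 are LOC4339998 (log2 fold change 3.21, standard error 0.44, adjusted p = 0.0493), LOC4332175 (3.08, standard error 0.40, adjusted p = 0.0476) and LOC4343487 (3.03, standard error 0.25, adjusted p = 0.0284). Among the decreases are LOC9270179 (-3.39, standard error 0.37, adjusted p = 0.0403), LOC4335086 (-3.34, standard error 0.28, adjusted p = 0.0284) and LOC4346476 (-3.24, standard error 0.24, adjusted p = 0.0284). Each of these had every RP-I array above, or every one below, the RP-UI arrays. At an unadjusted p of 0.05 or under and 2-fold, limma called 1373 probe sets higher in RP-I and 1492 lower (1726 and 1655 with the replicate number as a block). The 290 calls at an adjusted p under 0.05 depend on the arrays used: without RP-I 3 there were 280, of which 131 are among the 290, and 0 when any other single array was left out, where 5011 to 7977 probe sets still reach an unadjusted p of 0.05 or under.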

In all, 2861 DEGs were retained in the list after applying a fold change filter (threshold = 2), out of which 1494 were up-regulated in infested tissue while 1367 were down-regulated as compared to un-infested tissues (RP-I/RP-UI; Table 1, Additional file 1: Figure S1). Thus, the number of genes up-regulated upon infestation was marginally higher than the ones down-regulated. 

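Ribosomal proteins of the cytosol had lower means in RP-I for the most part. They build the machinery of protein synthesis, and 40 of 42 probe sets, which stand for 26 genes, had a lower mean in RP-I. Among them are RPS26 (log2 fold change -0.77, standard error 0.37, adjusted p = 0.433, or 0.0328 with the replicate number as a block) and RPL27 (-0.65, standard error 0.20, adjusted p = 0.205, or 0.0481 blocked). The RPL27 gene also carries the symbol CL27, and symbols do not show that each member of the list is of the cytosol. As a group the ribosomal proteins of the list shifted down (camera, median log2 fold change -0.31, adjusted p = 5.6e-05), and the adjusted p was 0.485 with an estimated correlation. Over the list alone, adjusted, 0 of the ribosomal probe sets passed limma's test, and 3 fell with the replicate number as a block. Over the whole array at an adjusted p under 0.05, 121 probe sets rose and 169 fell, and with the block the numbers were 2092 and 2287. Scaling moves the balance at the 2-fold threshold: 1450 higher and 1408 lower after quantile normalization, and 1315 and 1573 with each array centred on its median.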

Gene Ontology (GO) analysis of the microarray data annotated the DEGs to 285 GO terms. However, after filtering the data at *p*-value **≤**0.05 (corrected p-value) the number of GOs reduced to 249 (Additional file 2: Table S1). Out of these 249 GOs, only those GOs have been plotted which accounted for more than 10 % of total transcripts (Additional file 3: Figure S2). This figure signifies the dominance of biological process followed by metabolic process as GO categories to which the maximum number of transcripts were mapped i.e. more than 80 % and 60 %, respectively, of the total transcripts from the microarray data.

**Table 1:** Summary of microarray results

Number of probes detected	Total number of probes filtered	Total number of DEGs (*p* ≤ 0.05)	Up-regulated^a^ genes	Down regulated^a^ genes
57381	43738	7598	1494	1367

DEGs: Differentially Expressed Genes

^a^Up- or down- regulated genes in rice tissues infested with the Asian rice gall midge biotype 1 (GMB1) as compared to un-infested tissues, at a fold change filter of 2. An *indica* rice variety RP2068-18-3-5 (RP) was used for the current study

The metabolic profiles of the host tissue, at three distinct time points i.e. 24 hai (hours after infestation), 48 hai, and 72 hai, could distinguish RP-I from RP-UI when they were subjected to the Partial Least Squares-Discriminant Analysis (PLS-DA; Additional file 4: Figure S3). Of the total number of metabolites detected in metabolic profiles of host tissues, 45 metabolites showed higher accumulation and 41 metabolites showed lower accumulation in RP-I as compared to RP-UI at one or more time points. Thus, suggesting that a substantial metabolic reprogramming occurred in the host upon gall midge infestation. The metabolites showing differential accumulation (2-fold or more in either direction) in infested tissue as compared to un-infested tissue are discussed below (Additional file 5: Table S2).

### Regulation of carbon metabolism in resistant host upon gall midge infestation

MapMan software (Thimm et al. 2004) was used to map the 2861 DEGs onto several pathways using *Oryza*-specific mapping files. 

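Fermentation turns pyruvate into ethanol or lactate when respiration falls short, and its aldehyde dehydrogenase LOC_Os11g08300 rose in RP-I (log2 fold change 1.74, standard error 0.22, adjusted p = 0.0476). Alcohol dehydrogenase LOC_Os03g08999 (1.94, standard error 0.44, adjusted p = 0.108, or 0.0493 with the replicate number as a block) and pyruvate decarboxylase LOC_Os01g06660 (1.55, standard error 0.39, adjusted p = 0.135, or 0.0150 blocked) had higher means. In gluconeogenesis, phosphoenolpyruvate carboxykinase, which starts sugar synthesis from organic acids, had a log2 fold change of 2.28 (adjusted p = 0.123, or 0.0238 blocked). Sucrose phosphate synthase LOC_Os05g05270, which makes sucrose, rose (1.86, standard error 0.25, adjusted p = 0.0476). Higher and lower means numbered 7 and 1 in fermentation, 5 and 0 in gluconeogenesis and the glyoxylate cycle, 3 and 0 in the oxidative pentose phosphate pathway, 4 and 0 in mitochondrial electron transport, and 13 and 6 in major CHO metabolism. By limma at an adjusted p under 0.05, 1 rose in each of fermentation, gluconeogenesis and major CHO metabolism, and with the block 7, 5 and 12 rose while 1, 0 and 4 fell. Of Table S3, 10 of 19 sheets were at hand. The study picked these probe sets on the same arrays, so they all pass when adjusted over the list alone and their directions are not independent evidence.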

Among the up-regulated pathways were tricarboxylic acid cycle (TCA), oxidative pentose phosphate pathway, fermentation, gluconeogenesis, mitochondrial electron transport and minor and major carbohydrate (CHO) metabolism (Fig. 1, Additional file 6: Table S3). 

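Citrate synthase joins acetyl-CoA to oxaloacetate, and the probe set of LOC_Os02g13840 on this array, annotated as the glyoxysomal form, had mean log2 signals of 10.38 ± 0.50 in RP-UI and 11.48 ± 0.55 in RP-I (n = 3; log2 fold change 1.10, standard error 0.36, adjusted p = 0.229, or 0.0200 with the replicate number as a block). The alpha subunit of pyruvate dehydrogenase, PDHE1-A (LOC_Os06g13720), which feeds acetyl-CoA to the cycle, had a value of 2.26 (standard error 0.81, adjusted p = 0.272, or 0.0164 blocked), and another gene of the symbol PDHE1-A had -0.08 (adjusted p = 0.965). A mitochondrial malate dehydrogenase, LOC_Os08g33720, had a value of -1.24 (standard error 0.28, adjusted p = 0.106, or 0.0466 blocked). The TCA cycle bin held 3 probe sets with a higher mean and 2 with a lower one. None of them reached an adjusted p under 0.05 in limma, though all 5 had an unadjusted p of 0.05 or under, and 3 rose and 1 fell with the block. Members of the bin were picked by the study on these arrays and are not independent evidence.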

The TCA cycle intermediates such as cis-aconitic acid, 2-oxo-glutaric acid and fumaric acid showed enhanced levels in host tissues upon infestation and so did the transcripts for citrate synthase, the enzyme catalyzing the very first step of this cycle while malic acid showed declined levels. 

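The light-harvesting protein CAB2R, which passes light energy to the photosystems, had a log2 fold change of -1.32 (standard error 0.36, adjusted p = 0.157) in its probe set of highest signal and a value of -1.59 (standard error 0.30, adjusted p = 0.0775, or 0.0485 with the replicate number as a block) in another, and PsbS (LOC_Os01g64960), which sheds excess light energy, had a value of -2.96 (standard error 0.95, adjusted p = 0.219). LOC_Os01g20110 of the same bin fell (-1.68, standard error 0.18, adjusted p = 0.0361). In the Calvin cycle the chloroplast fructose bisphosphatase FBPase, which regenerates the acceptor of carbon dioxide, had a value of -1.33 (standard error 0.36, adjusted p = 0.156). All 19 probe sets of the light reactions and all 4 of the Calvin cycle had a lower mean in RP-I, in each of the 3 replicate pairs. With an adjusted p under 0.05, 2 and 0 fell, and with the block 9 and 1; those bins were chosen by the study on these arrays and are not independent evidence. A list of photosystem genes set by symbol alone shifted down (camera, 11 of 13 lower, median log2 fold change -0.26, adjusted p = 0.00997, or 0.485 with an estimated correlation). Its medians in pairs 1, 2 and 3 were -0.07, -0.14 and -1.04, and the adjusted p was 0.0646 without RP-I 3 and 0.152 without RP-UI 3. Adjusted over the list alone, 1 photosystem probe set fell. A Calvin cycle list of 13 probe sets had a median of 0.00 (adjusted p = 0.438).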

The transcripts involved in Calvin cycle and photosynthesis were down-regulated while those involved in tetrapyrrole synthesis pathway (TSP) were highly up-regulated except a few transcripts, encoding enzymes involved in chlorophyll branch of TSP, which were notably down-regulated (Fig. 2, Additional file 7: Table S4). 

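Phosphofructokinase that uses pyrophosphate works at the entry to glycolysis, and its genes went apart: LOC_Os10g26570 rose (log2 fold change 1.58, standard error 0.19, adjusted p = 0.0475), while LOC_Os02g48360 had a value of -1.47 (standard error 0.28, adjusted p = 0.0773, or 0.0302 with the replicate number as a block). The cytosolic aldolase LOC_Os08g02700 had a value of 1.24 (standard error 0.24, adjusted p = 0.0797, or 0.0208 blocked). In one-carbon metabolism the dihydrofolate reductase and thymidylate synthase gene LOC_Os12g26060, which makes thymidylate for DNA, fell (-3.14, standard error 0.30, adjusted p = 0.0313). Formate dehydrogenase LOC_Os06g29220, which oxidizes formate in mitochondria, had a value of 1.67 (standard error 0.29, adjusted p = 0.0690, or 0.0278 blocked). Glycolysis held 3 probe sets with a higher and 3 with a lower mean, and one-carbon metabolism 2 and 2. At an adjusted p under 0.05, 1 rose in glycolysis and 1 fell in one-carbon metabolism, against 3 up with 1 down and 2 up with 2 down when blocked. Both sets come from the study's own choice on these arrays and are not independent evidence.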

Of the total transcripts mapped to glycolysis and one-carbon metabolism, 50 % were up-regulated and 50 % were down-regulated (Fig. 1, Additional file 6: Table S3). 

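Pyruvate phosphate dikinase turns pyruvate back into phosphoenolpyruvate, the step that lets sugars be rebuilt from organic acids. The gene CPDK2 (LOC_Os03g31750) rose in RP-I, from a mean log2 signal of 6.28 ± 0.06 to 7.43 ± 0.23 (n = 3; log2 fold change 1.15, standard error 0.16, adjusted p = 0.0492). Its relative cpdk (LOC_Os05g33570) had a value of 1.61 (standard error 0.34, adjusted p = 0.0934, or 0.0262 with the replicate number as a block). Each RP-I array lay above each RP-UI array for both. The study took the genes from these arrays, so their direction is not independent evidence.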

Pyruvic acid, an important molecule in the glycolytic pathway, showed decline in its levels in infested tissues at 48 hai in accordance with the up-regulation shown by the transcripts encoding pyruvate phosphate dikinase, an enzyme utilizing pyruvate as substrate. Most of the organic acids such as glyceric acid, benzoic acid, malonic acid, adipic acid, oxo-butyric acid, lactic acid and methyl succinic acid involved in various metabolic pathways occurring in plant cells showed a decline in their levels in host tissue upon infestation. The other acids such as carbamic acid, glucuronic acid, threonic acid and hydroxy indole acetic acid showed enhanced accumulation in RP-I as compared to RP-UI. Myristic acid showed an early (at 24 hai) depletion in its levels in infested tissues but at 72 hai its levels went up as high as 17.82 times those found in un-infested tissues. Levels of azelaic acid, a known cellular metabolite in response to stress, were found to be depleted in infested tissues early during incompatible interaction while these levels increased at later stages i.e. 72 hai, the time point which coincides with HR in the host.

**Fig. 1:**
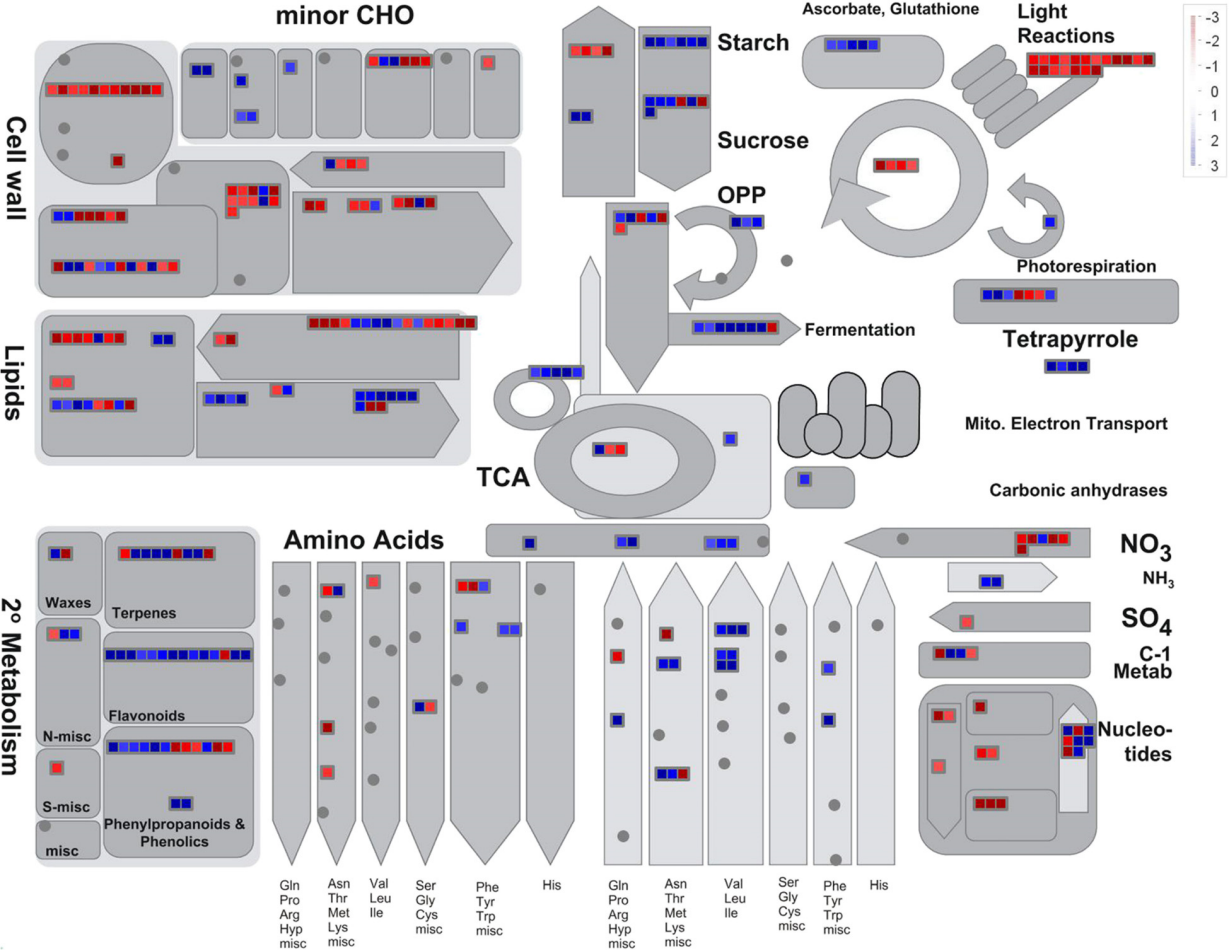
MapMan-based representation of differentially expressed genes (DEGs) onto metabolic pathways. Mapping and distribution of DEGs in *indica* rice variety RP2068-18-3-5 (RP), challenged with the Asian rice gall midge biotype 1 (GMB1), onto metabolic pathway using MapMan software. Transcripts showing more than 2-fold difference between infested (RP-I) and un-infested (RP-UI) tissues of the resistant host RP have been mapped. Transcripts significantly up- and down-regulated are indicated in blue or red, respectively. Grey circles represent genes whose expression did not change more than 2-fold. For detailed information on these transcripts refer Additional file 6: Table S3

**Fig. 2:**
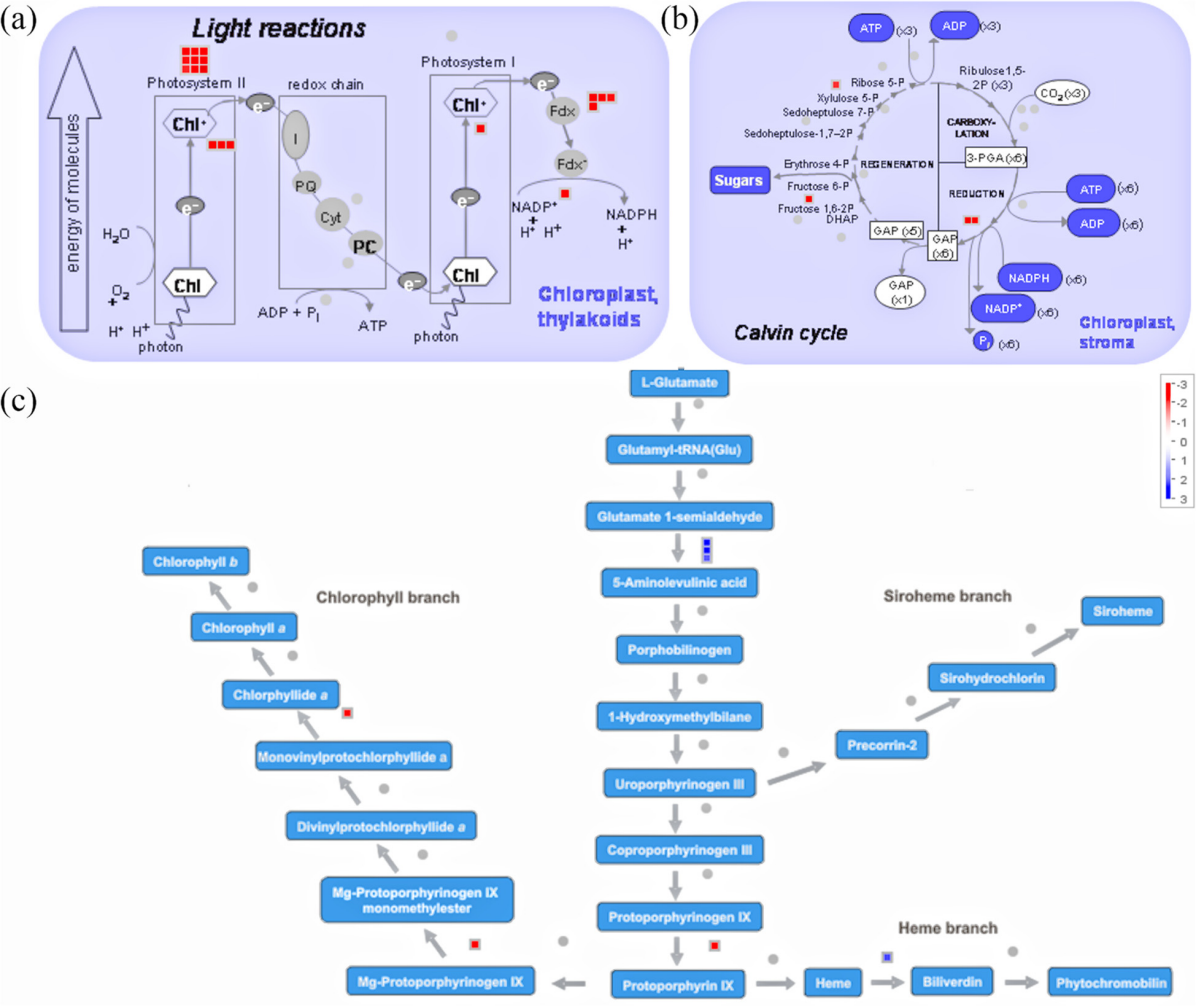
Summary of differentially expressed genes (DEGs) involved in photosynthesis and tetrapyrrole synthesis pathway. Mapping and distribution of DEGs, involved in photosynthesis and tetrapyrrole synthesis pathway (TSP), in *indica* rice variety RP2068-18-3-5 (RP), challenged with the Asian rice gall midge biotype 1 (GMB1). (a) DEGs involved in light reaction of photosynthesis; (b) DEGs involved in Calvin cycle; (c) DEGs involved in TSP. Transcripts showing more than 2-fold change between infested (RP-I) and un-infested (RP-UI) tissues of the resistant host RP have been mapped. Transcripts significantly up- or down-regulated are indicated in blue or red, respectively. Grey circles represent genes whose expression did not change more than 2-fold. For detailed information on these transcripts refer Additional file 7: Table S4

#### Differential accumulation of sugars and derivatives

Sugars are the main storage form of photosynthetically fixed carbon in plants. Levels of monosaccharides such as fructose and mannose declined in RP-I tissues as compared to RP-UI. However, at 48 hai, fructose and glucose levels went up in infested tissues as compared to un-infested tissues. The phosphorylated derivatives of hexoses (galactose and glucose) showed enhanced accumulation in infested tissue as compared to un-infested and so did the transcripts encoding for hexokinases and galactokinases. 

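Hexokinases phosphorylate glucose and sense it, and galactokinase does so for galactose. Galactokinase LOC_Os02g04840 rose in RP-I (log2 fold change 1.34, standard error 0.18, adjusted p = 0.0482). Hexokinase HXK6 had a value of 1.56 (standard error 0.62, adjusted p = 0.329, or 0.0159 with the replicate number as a block), and the hexokinase probe set of LOC_Os01g71320 had a value of -1.92 (standard error 0.27, adjusted p = 0.0502, or 0.0150 blocked). A list of 8 hexokinase probe sets set by symbol showed no shift by camera (median log2 fold change -0.24, adjusted p = 0.640). In that list HXK4 had a mean difference of 0.89 (adjusted p = 0.228, or 0.0260 blocked). The genes named by the study were chosen on these arrays and are not independent evidence.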

The levels of disaccharide sucrose and turanose declined in infested tissues as compared to un-infested tissues (Additional file 5: Table S2). A corresponding up-regulation of the transcripts encoding invertases, a class of enzyme that catalyzes the breakdown of sucrose to constituting monosaccharides, was observed. 

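Cell wall invertases split sucrose outside the cell and so set how much hexose a sink tissue receives. CIN7 had a log2 fold change of 1.34 (standard error 0.44, adjusted p = 0.229, or 0.0211 with the replicate number as a block), CIN1 had a value of 1.27 (standard error 0.46, adjusted p = 0.281), and CIN2, the highest of them in fold size, had a value of -1.54 (standard error 0.32, adjusted p = 0.0910, or 0.0298 blocked). None passed limma's test at an adjusted p under 0.05, and all 3 had an unadjusted p of 0.05 or under. A list of 7 invertase probe sets did not shift by camera (median log2 fold change 0.06, adjusted p = 0.738). The 3 probe sets were chosen by the study on these arrays and are not independent evidence.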

Trehalose, another disaccharide, showed elevated levels which was reflected in down-regulation of transcripts involved in trehalose metabolism. 

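Trehalose 6-phosphate synthases make the sugar phosphate by which plants gauge their sucrose supply. The gene LOC_Os09g20990 had a log2 fold change of 1.18 (standard error 0.19, adjusted p = 0.0634, or 0.0168 with the replicate number as a block), and LOC_Os02g54820 had a value of 1.03 (standard error 0.26, adjusted p = 0.128, or 0.0181 blocked). LOC_Os07g30170, placed in the same bin though annotated as a ureidopropionase, had a value of 1.48 (standard error 0.52, adjusted p = 0.263, or 0.0195 blocked). Their means were higher in RP-I in all 3 replicate pairs. A list of 11 trehalose synthesis probe sets set by symbol had a median log2 fold change of 0.04 (camera, adjusted p = 0.842). The bin was formed by the study on these arrays and is not independent evidence.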

The levels of sugar alcohols such as sorbitol, arabinitol and myo-inositol decreased in host tissues upon gall midge challenge which is in line with the up-regulation of transcripts involved in minor CHO metabolism (Fig. 1, Additional file 6: Table S3).

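Raffinose sugars store carbon and protect cells under stress. Galactinol synthase LOC_Os07g48830, which makes the donor of galactose for them, had a log2 fold change of 1.94 (standard error 0.45, adjusted p = 0.112, or 0.0177 with the replicate number as a block), and RFS, annotated as a stachyose synthase, had a value of 1.98 (standard error 0.54, adjusted p = 0.156, or 0.0150 blocked). The carbohydrate kinase LOC_Os02g08130 had a value of 1.09 (standard error 0.26, adjusted p = 0.123, or 0.0209 blocked). Not all members had a higher mean in RP-I: LOC_Os01g46950, similar to an apospory-associated protein, had a value of -1.39 (standard error 0.20, adjusted p = 0.0502, or 0.0227 blocked). Minor CHO metabolism held 9 probe sets with a higher and 5 with a lower mean in RP-I. By limma at an adjusted p under 0.05, 1 rose and 0 fell, and with the block 7 rose and 3 fell. The bin is the study's choice on these arrays and not independent evidence.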

### Regulation of nitrogen metabolism in resistant host upon gall midge infestation

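Arginine decarboxylase ADC2 opens the path to polyamines, and its mean log2 signal was 7.69 ± 0.31 in RP-UI and 10.28 ± 1.23 in RP-I (n = 3; log2 fold change 2.59, standard error 0.59, adjusted p = 0.108, or 0.0432 with the replicate number as a block). Nitrate reductase makes nitrite, the first step from nitrate to amino acids. The NR1 gene LOC_Os09g16520 had a value of -1.82 (standard error 0.51, adjusted p = 0.164, or 0.0316 blocked) and in another probe set a value of -1.37 (standard error 0.27, adjusted p = 0.0812, or 0.0419 blocked), and LOC_Os02g53130 had a value of -1.62 (standard error 0.48, adjusted p = 0.184). LOC_Os09g16920, placed in that bin as a cytochrome b5 protein, had a value of -1.34 (standard error 0.29, adjusted p = 0.0984, or 0.0304 blocked) and in another probe set a value of -1.67 (standard error 0.41, adjusted p = 0.128, or 0.0229 blocked). The annotation gives the latter to a different gene, LOC4351389, whose probe set of highest signal had a value of -0.19 (standard error 0.17, adjusted p = 0.762). In the same bin the cytochrome b5 LOC_Os02g43360 had a value of 1.24 (standard error 0.42, adjusted p = 0.245). Probe sets of NIA1 outside the bin had -0.18 and 0.37 (adjusted p = 0.964 and 0.461). Means were higher for 24 and lower for 10 probe sets of amino acid metabolism, and 1 and 5 of the nitrate reductase bin. With an adjusted p under 0.05, 1 rose in amino acid metabolism, against 22 up and 7 down with the block. In the nitrate reductase bin limma called 0, though all had an unadjusted p of 0.05 or under, and 4 fell with the block. The study drew those bins from these arrays, so they are not independent evidence.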

Microarray results revealed that the transcripts involved in polyamine and amino acid metabolism, nitrogen metabolism (especially those encoding for nitrate reductase) were up-regulated (Fig. 1, Additional file 6: Table S3). The analysis of metabolic profiles of host tissues revealed differential accumulation of amino acids and derivatives (Additional file 5: Table S2). Among the amino acids aspartic acid and the un-branched amino acids such as glycine and alanine showed depletion in their levels upon infestation while other amino acids including cysteine, isoleucine, valine, histidine and glutamine showed enhanced accumulation. 

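Isovaleryl-CoA dehydrogenase (IVD) and methylcrotonoyl-CoA carboxylase (MCCA) break down leucine in mitochondria and supply respiration when sugar is short. Probe sets of both had higher means in RP-I: IVD with a log2 fold change of 2.11 (standard error 0.60, adjusted p = 0.171, or 0.0305 with the replicate number as a block), and MCCA with a value of 1.41 (standard error 0.48, adjusted p = 0.247, or 0.0186 blocked). The branched-chain dehydrogenase LOC_Os12g08260, which acts just before them, had a value of 2.78 (standard error 0.90, adjusted p = 0.219, or 0.0150 blocked). Another subunit of that step, LOC_Os07g07470, had a value of 1.70 (standard error 0.35, adjusted p = 0.0893, or 0.0194 blocked). Of the probe sets for leucine, lysine, threonine and shared branched-chain breakdown, 10 had a higher and 1 a lower mean, and over all amino acid degradation 12 and 3. None reached an adjusted p under 0.05 in limma, all had an unadjusted p of 0.05 or under, and 10 rose and 1 fell with the block. The choice of members was made by the study on these arrays and gives no independent evidence.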

Levels of leucine, lysine and threonine were elevated which probably triggered the up-regulation of transcripts involved in leucine, lysine and threonine degradation pathway. Aromatic amino acids such as phenylalanine and tyrosine (along with their precursor shikimic acid) and tryptophan, showed an increase in their levels upon infestation which was reflected in the up-regulation of the transcripts involved in the biosynthesis of these aromatic amino acids while the transcripts for shikimate kinase and chorismate synthase were down-regulated upon infestation. 

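Tryptophan, tyrosine and phenylalanine come from the shikimate path. The transaminase LOC_Os01g08270 rose in RP-I (log2 fold change 1.15, standard error 0.15, adjusted p = 0.0476). Tryptophan synthase beta chain LOC_Os06g42560, the last enzyme of that branch, had a value of 1.11 (standard error 0.26, adjusted p = 0.112, or 0.0215 with the replicate number as a block). Shikimate kinases, which prepare shikimate for chorismate, differ: LOC_Os01g01302 had a value of -1.31 (standard error 0.23, adjusted p = 0.0689, or 0.0238 blocked) and in a second probe set a value of -1.54 (standard error 0.55, adjusted p = 0.265), and OsSK3 had a value of 1.07 (standard error 0.32, adjusted p = 0.186, or 0.0441 blocked). The bin held 4 probe sets with a higher and 2 with a lower mean. At an adjusted p under 0.05, 1 rose, and with the block 4 rose and 1 fell. Its members were selected by the study on these arrays and are not independent evidence.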

Transcripts of simple phenol metabolism were found to be up-regulated which was reflected by the levels of ferulic acid and esculin (tyrosine-derived phenolic acid and coumarin glucoside, respectively) that had depleted in infested tissues as compared to un-infested tissues. 

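Laccases oxidize phenols in the cell wall, and the simple phenol bin consists of a pair of them: LAC7 (log2 fold change 3.07, standard error 1.01, adjusted p = 0.230, or 0.0150 with the replicate number as a block) and LAC24 (1.55, standard error 0.57, adjusted p = 0.289). A list of 8 laccases set by symbol had 6 lower means and a median log2 fold change of -0.42 (camera, adjusted p = 0.322). Among flavonoid genes the dihydroflavonol reductase LOC_Os06g41840, on the way to anthocyanins, rose (2.01, standard error 0.23, adjusted p = 0.0425). The phenylpropanoid gene LOC_Os08g02030 rose as well (1.20, standard error 0.14, adjusted p = 0.0472). Lignin genes had lower means for the most part, such as the cinnamyl alcohol dehydrogenase CAD3 (-1.59, standard error 0.39, adjusted p = 0.125, or 0.0329 blocked). Higher and lower means numbered 13 and 1 in flavonoids, 6 and 0 in other phenylpropanoids and 1 and 5 in lignin biosynthesis. With the block 7 flavonoid and 5 phenylpropanoid probe sets rose, and 1 lignin probe set rose while 4 fell. Those bins were made by the study from these arrays and are not independent evidence.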

The levels of other amino acid precursor/derivative such as acetyl lysine and oxo-proline (or L-pyroglutamate) also went up in infested tissue. The other nitrogenous metabolites such as ornithine and gamma amino butyric acid (GABA) had increased accumulation whereas beta-alanine and urea levels had fallen in infested tissue (Additional file 5: Table S2). 

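GABA transaminase takes the amino group off GABA and feeds the carbon to the TCA cycle. LOC_Os04g52440, annotated as aminotransferase y4uB, had mean log2 signals of 5.53 ± 2.01 in RP-UI and 10.29 ± 0.78 in RP-I (n = 3; log2 fold change 4.76, standard error 0.99, adjusted p = 0.0901, or 0.0489 with the replicate number as a block). Succinic semialdehyde dehydrogenase, the next enzyme of the shunt and here ALDH5F1, had a log2 fold change of 0.05 (adjusted p = 0.961). The y4uB probe set was named by the study from these arrays, so its direction is not independent evidence.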

In accordance, GABA transaminase, a key enzyme in GABA-shunt was highly up-regulated in the resistant host.

### Regulation of fatty acid and lipid metabolism in resistant host upon gall midge infestation

Transcripts responsible for fatty acid synthesis, fatty acid elongation, fatty acid desaturation, and phospholipid and glycolipid synthesis were also down-regulated upon infestation during incompatible interaction between RP and GMB1 (Additional file 8: Table S5). In addition, transcripts playing a role in lipid degradation and metabolism of ‘exotics’ such as steroids and squalene and xenobiotic degradation were found to be up-regulated (Additional file 8: Table S5). 

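Membrane lipids depend on phosphoethanolamine methyltransferase, which makes the head group of phosphatidylcholine. Its gene LOC_Os05g47540 had a log2 fold change of -2.35 (standard error 0.34, adjusted p = 0.0506, or 0.0195 with the replicate number as a block), and LOC_Os01g50030 had a value of -1.35 (standard error 0.32, adjusted p = 0.117, or 0.0372 blocked). The galactolipid synthase MGD1, which builds chloroplast membranes, had a value of -1.07 (standard error 0.41, adjusted p = 0.312, or 0.0484 blocked). The omega-3 desaturase LOC_Os07g49310, which makes the triply unsaturated acids of those membranes, had a value of -1.07 (standard error 0.34, adjusted p = 0.218, or 0.0405 blocked). The diacylglycerol kinase LOC_Os01g57410 had a value of 2.25 (standard error 0.53, adjusted p = 0.116) in the probe set of this bin, and a value of 0.36 (standard error 0.22, adjusted p = 0.574) in the one of highest signal. Of Table S5, 10 of 34 sheets were at hand. Phospholipid and glycolipid synthesis held 1 probe set with a higher and 8 with a lower mean. None of the 9 reached an adjusted p under 0.05 in limma, all had an unadjusted p of 0.05 or under, and 7 fell with the block. This bin, too, was put together by the study on these arrays and is not independent evidence.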

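Flavonol sulfotransferases, sorted with the exotic lipids, move sulfate onto flavonols and steroids. LOC_Os07g41460 rose in RP-I (log2 fold change 2.30, standard error 0.31, adjusted p = 0.0476), and so did LOC_Os12g17160 (1.06, standard error 0.14, adjusted p = 0.0476). The sphingosine phosphate lyase LOC_Os01g01080, which breaks down sphingolipids, had a value of 1.22 (standard error 0.24, adjusted p = 0.0832, or 0.0195 with the replicate number as a block). An acylceramide synthase at LOC_Os03g13030 had a value of -2.10 (standard error 0.58, adjusted p = 0.164, or 0.0388 blocked). The bin held 5 probe sets with a higher and 3 with a lower mean. By limma at an adjusted p under 0.05, 2 rose and 0 fell, and with the block 5 rose and 3 fell. Selection by the study on these arrays means that the split is not independent evidence.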

Levels of most of the fatty acids including saturated fatty acids such as arachidic acid, tetradecanoic acid, margaric acid, palmitic acid and stearic acid, and unsaturated fatty acids such as elaidic acid and oleic acid declined in RP-I when compared to RP-UI while docosanoic acid was the only fatty acid to show increased levels in infested host tissues (Additional file 5: Table S2). This was well reflected in down-regulation of transcripts involved in fatty acid synthesis and elongation. 

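Ketoacyl synthases lengthen fatty acid chains in the chloroplast. Those of LOC_Os04g36800 (log2 fold change -2.07, standard error 0.80, adjusted p = 0.313, or 0.0372 with the replicate number as a block) and LOC_Os07g42420 (-1.53, standard error 0.43, adjusted p = 0.164, or 0.0390 blocked) had lower means in RP-I. The acyl desaturase LOC_Os08g09950, which sets the first double bond, had a value of -1.92 (standard error 0.39, adjusted p = 0.0865, or 0.0180 blocked), and the elongase KCS20, which makes very long chains, had a value of -1.17 (standard error 0.25, adjusted p = 0.0954). Ligases that load fatty acids onto CoA went the other way, such as LOC_Os04g57850 (2.57, standard error 0.63, adjusted p = 0.125, or 0.0195 blocked; in its probe set of highest signal 2.46, standard error 0.73, adjusted p = 0.186, or 0.0201 blocked). The bin held 6 probe sets with a higher and 12 with a lower mean. None passed at an adjusted p under 0.05 in limma, all 18 had an unadjusted p of 0.05 or under, and 4 rose and 9 fell with the block. The members were taken from these arrays by the study and are not independent evidence.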

Dodecanoic acid was the only fatty acid to show a fluctuation in its levels depending upon the stages of gall midge feeding (Additional file 5: Table S2). Levels of the membrane lipid ethanolamine and its phosphorylated form were enhanced in the infested tissue (Additional file 5: Table S2).

### Regulation of cellular redox state and cell development in resistant host upon gall midge infestation

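Glutaredoxins and peroxiredoxins keep protein thiols reduced and remove peroxides. GRXC1 (log2 fold change 2.34, standard error 0.43, adjusted p = 0.0744, or 0.0180 with the replicate number as a block) and GRXC10 (2.10, standard error 0.38, adjusted p = 0.0741, or 0.0203 blocked) had higher means in RP-I, as had the peroxiredoxin LOC_Os07g44440 (2.14, standard error 0.33, adjusted p = 0.0583, or 0.0169 blocked). PRXIIE-2, a peroxiredoxin of another branch, had a value of -2.18 (standard error 0.40, adjusted p = 0.0751, or 0.0305 blocked). The redox bins held 9 probe sets with a higher and 5 with a lower mean, of which thioredoxins, glutaredoxins and peroxiredoxins made 4 and 5. None passed at an adjusted p under 0.05 in limma, all had an unadjusted p of 0.05 or under, and 9 rose and 3 fell with the block. Their choice by the study rests on these same arrays and is not independent evidence. A list of glutaredoxins and thioredoxins set by symbol did not shift by camera (adjusted p = 0.298).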

The transcripts related to redox were up-regulated (Fig. 3). Among the transcripts coding for enzyme families, oxidases were mostly down-regulated while peroxidases were mostly up-regulated (Additional file 8: Table S5). 

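Cyclins drive the cell cycle, kinesins move chromosomes and vesicles, and tubulins form the tracks. The cyclin CYCA3-2 fell in RP-I (log2 fold change -1.49, standard error 0.15, adjusted p = 0.0356), as did CYCP2-1 (-1.53, standard error 0.16, adjusted p = 0.0376), the kinesin KIN5C (-1.53, standard error 0.16, adjusted p = 0.0356) and the beta tubulin TUB2 (-1.39, standard error 0.18, adjusted p = 0.0476). CDC6, which licenses DNA for replication, fell too (-2.45, standard error 0.30, adjusted p = 0.0476). The mitotic kinase CDKB2-1 had a value of -2.11 (standard error 0.35, adjusted p = 0.0634, or 0.0333 with the replicate number as a block) and the cyclin CYCD3-1 a value of -1.82 (standard error 0.30, adjusted p = 0.0620, or 0.0172 blocked). Lower means were found for all 21 cell cycle probe sets and for 15 of 17 in cell division, where at an adjusted p under 0.05 the cell cycle had 5 down (17 with the block) and cell division 3 down and 1 up (15 and 1). These bins are the study's choice on these arrays and not independent evidence. Lists set by symbol shifted down by camera: kinesins (30 of 35 lower, median log2 fold change -0.99, adjusted p = 5.8e-13), mitotic cyclins and their kinases (8 of 9, -1.63, 5.8e-07), D-type cyclins and inhibitors (11 of 16, -0.34, 0.00749) and tubulins (16 of 19, -0.44, 0.000939). With an estimated correlation the adjusted p was 0.344 for kinesins and both cyclin lists and 0.485 for tubulins. Adjusted over each list alone, 23 kinesin, 8 mitotic, 5 D-type and 3 tubulin probe sets fell and 1 kinesin probe set rose.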

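Cell wall genes had lower means in RP-I for the most part, 42 against 13 probe sets with a higher one. The xyloglucan hydrolase LOC_Os09g23220, which loosens walls, fell (log2 fold change -1.65, standard error 0.14, adjusted p = 0.0284), and the arabinogalactan protein AGP16 fell (-1.72, standard error 0.22, adjusted p = 0.0476). BURP16, a partner of polygalacturonase that acts on pectin, rose (1.84, standard error 0.22, adjusted p = 0.0475). The glucan synthase CSLF8 had a value of -2.25 (standard error 0.55, adjusted p = 0.127, or 0.0279 with the replicate number as a block), and the secondary wall cellulose synthase CESA4 had a value of -1.30 (standard error 0.47, adjusted p = 0.273). With an adjusted p under 0.05, the wall bins had 1 up and 2 down, and with the block 9 and 24, none of it independent evidence since the study chose the members on these arrays. A list of cellulose synthases set by symbol shifted down by camera (25 of 34 lower, median log2 fold change -0.33, adjusted p = 0.00326, or 0.423 with an estimated correlation). Adjusted over that list alone, 0 probe sets passed limma's test, and with the block 3 rose and 1 fell.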

A majority of transcripts involved in cell organization, cell division and cell cycle, cellular vesicle transport as well as storage proteins required during cell development were also found to be down-regulated along with the transcripts involved in cell wall precursor synthesis, cellulose synthesis and cell wall degradation as well as those encoding cell wall proteins including proline rich proteins and pectin esterases. The transcripts representing genes involved in nucleotide metabolism, DNA synthesis and repair, maintenance of chromatin assembly, RNA processing and splicing (including RNA helicases and ribonucleases) were found to be down-regulated (Additional file 8: Table S5).

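Ribonucleotide reductase makes the building blocks of DNA, and both of its subunits fell in RP-I: the large one, LOC_Os06g07210 (log2 fold change -2.43, standard error 0.23, adjusted p = 0.0313), and the small one, LOC_Os06g03720 (-2.08, standard error 0.19, adjusted p = 0.0284). The dUTPase LOC_Os03g46640, which keeps uracil out of DNA, fell as well (-2.09, standard error 0.24, adjusted p = 0.0426). Genes that break nucleotides down differ, with xanthine dehydrogenase XDH at a value of 1.72 (standard error 0.40, adjusted p = 0.112, or 0.0172 with the replicate number as a block). In RNA processing the polynucleotide phosphorylase PNP1 had a value of -1.80 (standard error 0.47, adjusted p = 0.140, or 0.0158 blocked), and LOC_Os02g02970 rose (1.31, standard error 0.15, adjusted p = 0.0425). Lower means were found for all 9 probe sets of nucleotide synthesis and salvage, 3 of 8 of nucleotide degradation, 17 of 22 of RNA processing and all 14 of RNA binding and transcription. At an adjusted p under 0.05, 3 fell in nucleotide synthesis and 2 in RNA binding, and 1 rose in RNA processing. With the block 8 and 12 fell in nucleotide synthesis and RNA binding, and in RNA processing 4 rose and 15 fell. The bins were drawn by the study from these arrays and are not independent evidence.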

**Fig. 3:**
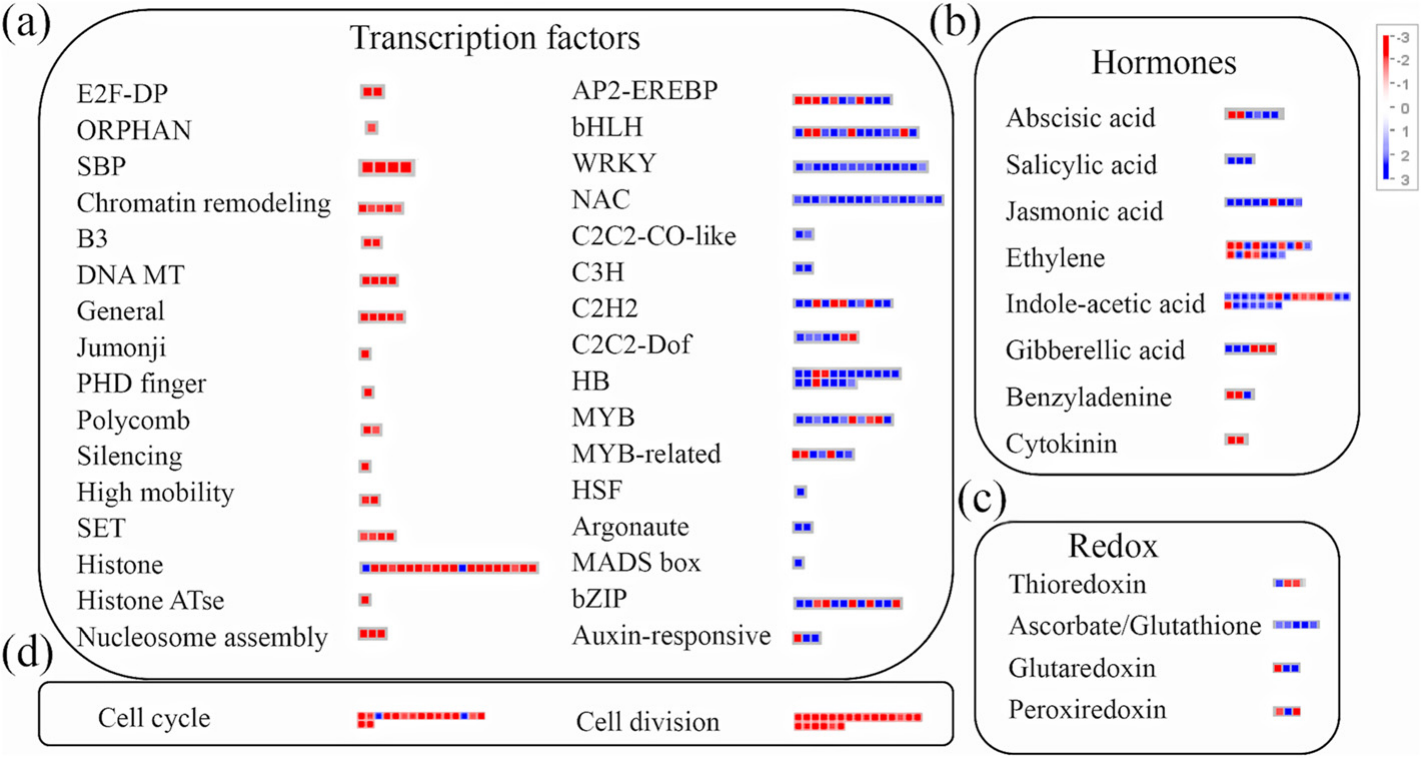
Summary of differentially expressed genes (DEGs) involved in regulation of cellular functioning. Mapping and distribution of DEGs, involved in regulation of cellular functioning, in *indica* rice variety RP2068-18-3-5 (RP), challenged with the Asian rice gall midge biotype 1 (GMB1). (a) DEGs encoding transcription factors; (b) DEGs involved in hormone synthesis; (c) DEGs involved in maintaining cellular redox state; (d) DEGs involved in cellular organization. Transcripts showing more than 2-fold change between infested (RP-I) and un-infested (RP-UI) tissues of the resistant host RP have been mapped. Transcripts significantly up- or down-regulated are indicated in blue or red, respectively. For detailed information on these transcripts refer Additional file 9: Table S6

### Regulation of differential gene expression by transcription factors

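DNA methyltransferases copy methyl marks after replication, and in RP-I both MET1 (log2 fold change -2.60, standard error 0.27, adjusted p = 0.0361) and CMT3 (-2.51, standard error 0.23, adjusted p = 0.0284) fell. So did a jumonji domain gene, LOC_Os02g46930, of a family that strips histone methyl marks (-1.26, standard error 0.17, adjusted p = 0.0476), and the SBP factor LOC_Os07g32170 (-1.45, standard error 0.16, adjusted p = 0.0377). E2F2 (LOC_Os12g06200), which switches on genes for S phase, had a value of -2.02 (standard error 0.33, adjusted p = 0.0634, or 0.0150 with the replicate number as a block). Every probe set in the bins of chromatin regulators (24), E2F-DP (2), SBP (4) and general and B3 factors (8) had a lower mean. By limma at an adjusted p under 0.05, 9, 0, 1 and 0 of them fell, and with the block 21, 2, 4 and 8; the study chose them on these arrays, which is not independent evidence. A list of 20 chromatin and methylation probe sets set by symbol had a median of -0.12 (camera, adjusted p = 0.234) and an SBP list of 18 one of 0.10, with 10 higher means (adjusted p = 0.885) and, with the block, 3 up and 2 down. TCP factors, which regulate cell proliferation (8 of 9 lower, median -0.90, adjusted p = 0.000939), and YABBY and growth-regulating factors (14 of 19, -0.46, 0.000406) shifted down, both with an adjusted p of 0.344 with an estimated correlation. Within them PCF8 fell (-0.97, standard error 0.13, adjusted p = 0.0495), GRF7 had a value of -1.50 (standard error 0.21, adjusted p = 0.0502, or 0.0208 blocked), and over each list alone 3 TCP and 5 growth-regulating factor or YABBY probe sets fell. The study's own TCP bin, chosen on these arrays, had 1 higher and 6 lower means. At an adjusted p under 0.05 it had 1 up and 0 down, and with the block 1 up and 6 down.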

Overall the transcription machinery was down-regulated which included several transcription factors such as E2F-DP, ORPHAN, SBP, Chromatin remodelling factors, B3, DNA methyl transferases (MT), general transcription factors, Jumonji, PHD finger, Polycomb group (PcG), silencing group, high mobility group (HMG), SET-domain containing transcription factors. 

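Histones are loaded onto new DNA by chaperones and marked by acetyltransferases. The type B acetyltransferase HATB, which acetylates histones before they reach DNA, fell in RP-I (log2 fold change -2.07, standard error 0.19, adjusted p = 0.0302). The chaperone ASF1 (LOC_Os05g48030) fell (-1.12, standard error 0.15, adjusted p = 0.0476), and so did a chromatin remodeller probe set at LOC_Os01g26872 (-1.77, standard error 0.18, adjusted p = 0.0338). FAS2, a subunit of chromatin assembly factor, had a value of -2.03 (standard error 0.38, adjusted p = 0.0769, or 0.0150 with the replicate number as a block). A RAD54-like DNA repair gene, LOC_Os02g52510, had a value of -0.97 (standard error 0.22, adjusted p = 0.106). These members were named by the study from the same arrays, so that they lie on one side is not independent evidence.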

Several transcripts involved in DNA synthesis and repair including histone and histone acetyl transferase, nucleosome/chromatin assembly factors were also down-regulated upon gall midge challenge in RP (Additional file 9: Table S6). Ethylene-responsive element binding protein (EREBP) family, basic helix-loop-helix (bHLH) family, WRKY domain containing family, NAC domain containing family, C3H, C2C2-CO-like, C2H2 and C2C2-Dof zinc finger family, homeobox (HB), MYB-related, MADS box, heat shock factor (HSF), bZIP, Argonaute, auxin and auxin-responsive family of transcription factors were the few up-regulated transcription factors (Fig. 3).

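WOX11, a homeobox gene that starts shoot-borne roots, rose in RP-I from a mean log2 signal of 5.10 ± 0.25 to 8.09 ± 0.57 (n = 3; log2 fold change 2.99, standard error 0.31, adjusted p = 0.0356), and HOX14 rose with it (2.19, standard error 0.22, adjusted p = 0.0332). The auxin repressor IAA9 rose (2.36, standard error 0.28, adjusted p = 0.0475), as did the auxin response factor LOC_Os02g04810 (1.93, standard error 0.13, adjusted p = 0.0284), while ARF9 fell (-1.52, standard error 0.21, adjusted p = 0.0477). Among bHLH factors PIL6, a partner of phytochrome, rose (1.68, standard error 0.20, adjusted p = 0.0457) and LOC_Os11g32100 fell (-2.08, standard error 0.25, adjusted p = 0.0475). Heat shock factors by symbol split, with HSF25 up (1.88, standard error 0.25, adjusted p = 0.0478) and HSF18 down (-1.56, standard error 0.16, adjusted p = 0.0376). The HSF25 gene also carries the symbol ARD1, and symbols do not show that it is a heat shock factor. Its other probe set had a value of -0.34 (standard error 0.38, adjusted p = 0.831). Higher and lower means numbered 16 and 3 in homeobox, 10 and 4 in bHLH, 7 and 5 in bZIP and 4 and 3 in auxin factors. With an adjusted p under 0.05, homeobox had 3 up and 1 down (14 and 3 with the block), bHLH 2 and 1 (9 and 4), bZIP 0 and 0 (7 and 4) and auxin factors 2 and 1 (4 and 3). Over all transcription factor and RNA bins, 132 probe sets had a higher and 152 a lower mean, and their choice on these arrays makes them no independent evidence. Lists set by symbol, which hold only part of each family, did not shift by camera: HD-ZIP and homeobox (53 probe sets, adjusted p = 0.238), bHLH (14, 0.640), bZIP (19, 0.438), auxin response (51, 0.811) and heat shock factors (29, 0.730).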

### Semi-quantitative RT-PCR results reveal temporal variation in gene expression in host upon gall midge infestation

Since the microarray results were obtained from pooled RNA samples (see material and methods), the temporal variation in gene expression could not be observed. Therefore, the expression patterns of 14 selected genes showing greater than 10-fold up- or down-regulation were studied further at three time points *viz*., 24, 48, and 72 hai by semi-quantitative RT-PCR (Additional file 10: Table S7). 

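Of the genes picked for RT-PCR, those with large falls passed limma's test and several of those with large rises did not. A cytochrome P450 gene, an oxidase of the cell's small molecules, fell in RP-I from a mean log2 signal of 9.79 ± 0.52 to 5.55 ± 0.58 (n = 3; log2 fold change -4.25, standard error 0.37, adjusted p = 0.0284). Prolyl endopeptidase, which cuts peptides at proline, fell (-4.17, standard error 0.56, adjusted p = 0.0476), and so did the HMG1/2-like gene, a protein that bends DNA (-3.37, standard error 0.34, adjusted p = 0.0338). Xylanase inhibitor, which blocks enzymes that open cell walls, had a value of 3.79 (standard error 0.58, adjusted p = 0.0583, or 0.0266 with the replicate number as a block). Myrosinase had a value of 4.03 (standard error 1.01, adjusted p = 0.132, or 0.0344 blocked), and in its probe set of highest signal a value of 2.81 (standard error 0.77, adjusted p = 0.158, or 0.0434 blocked). The transposon had a value of 3.77 (standard error 1.15, adjusted p = 0.197, or 0.0395 blocked), and LEA3 (LEA19), a protein that protects drying cells, a value of 3.45 (standard error 1.29, adjusted p = 0.294, or 0.0164 blocked). With single arrays left out the fold change ran from 8.37 (without RP-UI 2) to 34.0 (without RP-UI 3) for the myrosinase probe set of the table, from 7.68 (without RP-I 1) to 36.2 (without RP-I 3) for the transposon and from 5.09 (without RP-UI 1) to 25.3 (without RP-UI 3) for LEA3, and that of xylanase inhibitor was 8.61 without RP-UI 2. LEA and dehydrin genes shifted up as a list by camera (8 of 10 with a higher mean, median log2 fold change 1.55, adjusted p = 0.0196, or 0.485 with an estimated correlation). That result was 0.104 without RP-UI 1, 0.0997 without RP-I 2 and 0.0794 without RP-I 3, and adjusted over the list alone 0 of its probe sets passed limma's test, against 2 that rose with the block. The genes of Table S7 were chosen for their fold change on these arrays, so the sizes are not independent evidence. Histone H3 of that table could not be matched to a probe set with the annotation and tables held here.

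**Figure D1:**
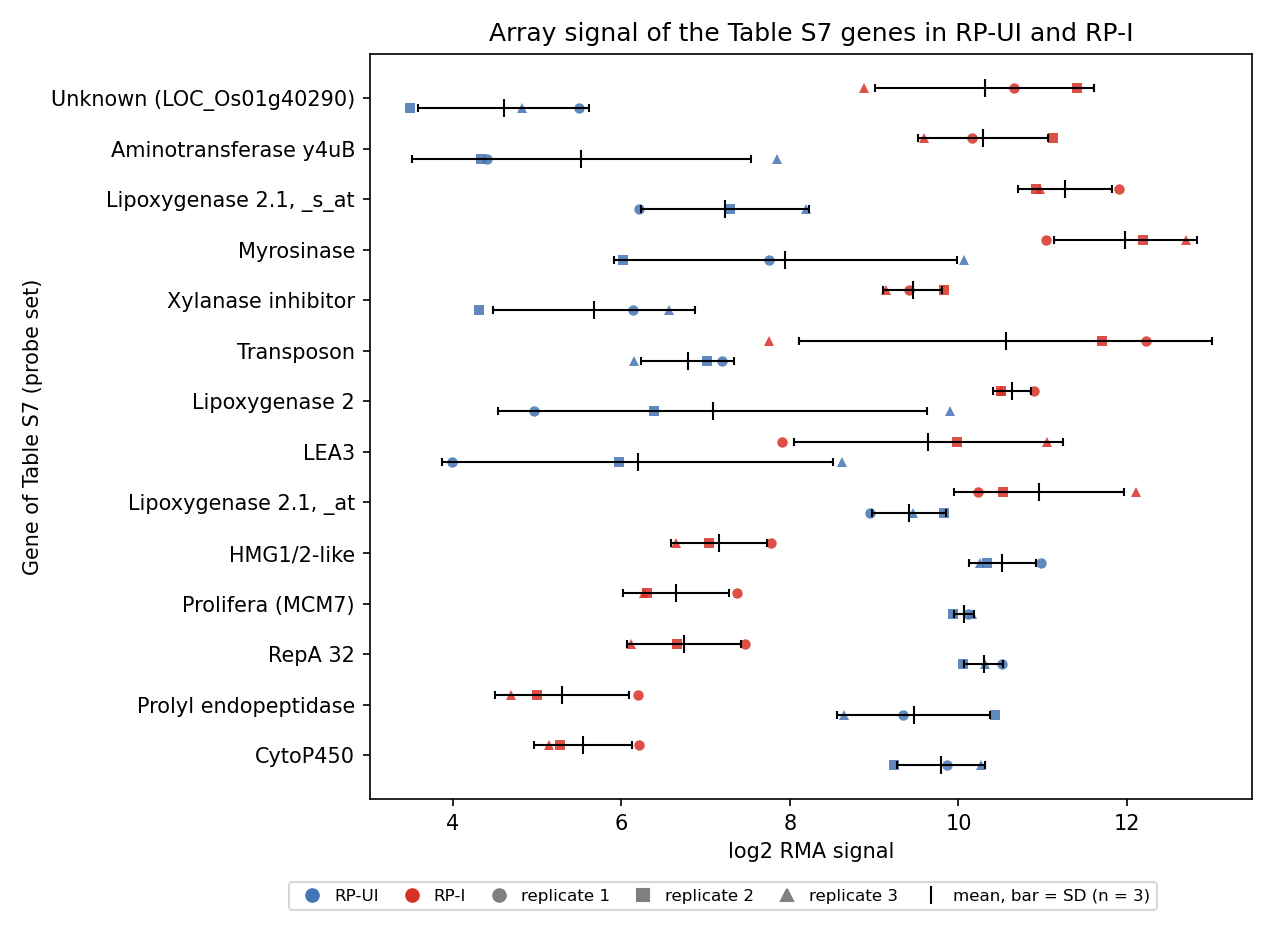
Log2 RMA signal of the genes of Table S7 on each array of RP-UI (blue) and RP-I (red). Marker shape gives the replicate number. The upright line marks the mean and the bar the SD (n = 3 arrays per group). Lipoxygenase 2.1 is shown by 2 of its 3 probe sets.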

The expression pattern of three genes out of the six most down-regulated genes showed variability at different time points (Fig. 4). Two of these (CytoP450 and prolyl endopeptidase) showed up-regulation at 48 hai while the third gene (Histone H3) showed down-regulation at early hours of infestation (24 hai) but thereafter its relative expression increased in infested tissues as compared to un-infested tissues. Out of the eight most up-regulated genes, two (LEA and an uncharacterized gene) showed down-regulation at 72 hai and 24 hai, respectively (Fig. 4). The expression of aminotransferase y4uB gene was highly up-regulated in RP at all three time points studied. However, when expression patterns were monitored in other rice varieties showing compatible or incompatible interaction (HR-) with GMB1, we did not observe a distinctive expression profile (data not shown).

**Fig. 4:**
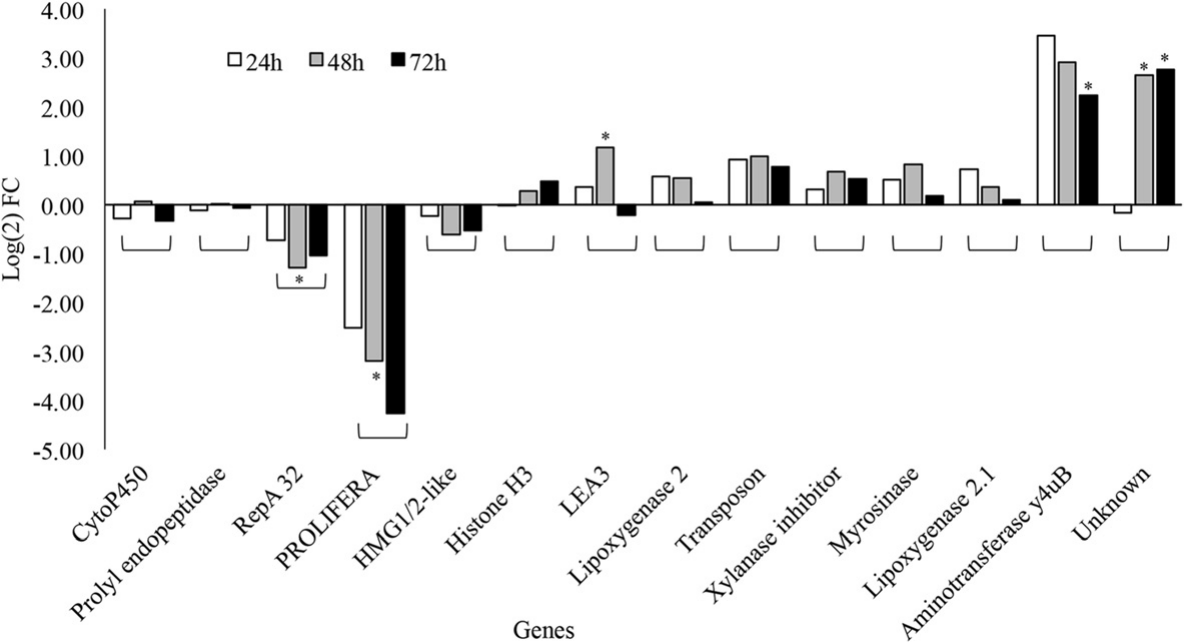
Validation of microarray results by semi-quantitative RT-PCR. Graph represents the expression patterns of genes in *indica* rice variety RP2068-18-3-5 (RP), challenged with the Asian rice gall midge biotype 1 (GMB1), studied at three distinct time points of infestation i.e. 24 h, 48 h and 72 h. Y-axis depicts the log2 values of fold change (FC) in relative expression values (REV) of genes (mentioned on X-axis) between infested (RP-I) and un-infested (RP-UI) samples. Genes with significantly different (*p*-value ≤0.05) REVs between infested and un-infested samples have been indicated by (*) on the bars. RP: *indica* rice variety RP2068-18-3-5; h: hai

## Discussion

The over-representation of GO terms such as biological process and metabolic process (Additional file 3: Figure S2 and Additional file 2: Table S1) among the deregulated genes (includes both up- and down-regulated genes) in the host indicates perturbation in the biological and metabolic processes of the resistant host upon gall midge infestation. Concurrent differential accumulation of more than 80 metabolites at one or more time points and the clear distinction in metabolic profiles of infested and un-infested tissues harvested at different time points (as revealed by PLS-DA: Additional file 4: Figure S3), highlights the observed perturbations in the metabolic processes of the resistant host during its interaction with an avirulent gall midge biotype. Our results thus show that extensive reprogramming of the host transcriptome as well as metabolome occurs upon gall midge challenge. This reprogramming of both the biological and metabolic processes could be an attribute of the underlying defense response that is induced in the resistant host upon initiation of insect feeding along with the concomitant recognition of the avirulent gall midge biotype. Furthermore, overlapping results obtained from the microarray and metabolic profiling experiments reveal that host carbon and nitrogen (C/N) metabolism is differentially regulated upon gall midge infestation. The observed decline in levels of carbon-containing compounds and a corresponding increase in nitrogen-containing compounds (Additional file 5: Table S2) indicate a shift in host carbon and nitrogen metabolism (C/N shift) towards N-containing compounds upon gall midge infestation. The coordinated regulation of TCA cycle, glycolysis, minor and major CHO metabolism, amino acid metabolism and nitrogen metabolism (Fig. 1) may have contributed to this C/N shift in the host cells during the incompatible interaction between RP and GMB1. This is in contrast to earlier observations made for the Hessian fly-wheat interaction by Zhu et al. (2008) where a more dramatic C/N shift towards nitrogen in the host was observed during compatible interaction as compared to incompatible interaction with the pest. These observations indicate that C/N metabolism is not only vital to plant growth and development but has a role in plant defense as well. This is further supported by the observation that the ATL31, a C/N metabolism regulator, positively regulates the basal defense response in *Arabidopsis* (Maekawa et al. 2012) by controlling papilla formation during fungal attack (Maekawa et al. 2014). Thus, based on our current findings, we propose that C/N shift is a major reflection of the transcriptomic and metabolomic reprogramming of the host brought about by its interaction with an avirulent pest. In addition, we suggest that though the observed C/N shift may be responsible for the induction of a basal defense in resistant and susceptible hosts alike, this basal defense may be further augmented by other defense responses in an incompatible interaction.

GABA shunt plays a key role in plant C/N metabolism and the growing evidences suggest that it is closely linked to TCA cycle occurring in the cell (reviewed by Fait et al. 2008, Michaeli and Fromm 2015). The three enzymatic reactions occurring in GABA shunt are catalysed by glutamate decarboxylase (GAD), GABA transaminase (GABA-T) and succinic semialdehyde dehydrogenase (SSADH). In our microarray data, the highly up-regulated gene (LOC_Os04g52440; an aminotransferase y4uB), was mapped as GABA-T and was more than 27-fold up-regulated in RP-I as compared to RP-UI (Additional file 6: Table S3), a trend that was validated by semi-quantitative RT-PCR (Fig. 4). 

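The difference in LOC_Os04g52440, an aminotransferase, varies between replicates. Its log2 signals were 4.40, 4.33 and 7.85 in RP-UI 1, 2 and 3, and 10.16, 11.12 and 9.59 in RP-I 1, 2 and 3, which makes a 27.2-fold change on average with its smallest step in pair 3 (60.7-fold without RP-UI 3 and 18.0-fold without RP-UI 2). The neighbouring gene OSL2 (LOC_Os04g52450), a GABA transaminase tied to leaf senescence, had a log2 fold change of 1.42 (standard error 0.28, adjusted p = 0.0819, or 0.0168 with the replicate number as a block). The probe set for LOC_Os04g52440 is of a kind that can match related transcripts, and these are the only probe sets of the y4uB bin. Both belong to the study's own choice on these arrays and are not independent evidence.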

The GABA-T mutants of *Arabidopsis* accumulate GABA at much higher levels than wild type (Palanivelu et al. 2003) and are thus resistant to bacterial pathogens (Park et al. 2010). However, in our current study, despite several fold up-regulation of GABA-T transcripts upon infestation, the GABA levels increased in infested tissues of the resistant host (Additional file 5: Table S2), thus suggesting that the observed higher accumulation of GABA in infested tissues is the unutilized substrate after GABA-T activity. Induced accumulation of GABA in pepper plants was suggested to contribute to *R*-gene mediated resistance against *Xanthomonas* and enhanced the cell death mediated defense response in the host against an avirulent pathogen (Kim et al. 2013). Additionally, elevated levels of GABA were shown to contribute towards soybean resistance against leaf roller (Ramputh and Bown 1996) as well as resistance against phytophagous insects (MacGregor et al. 2003) and nematodes (McLean et al. 2003) in transgenic tobacco. Since GABA acts as a neurotransmitter in vertebrates and invertebrates, it is probable that GABA ingested by plant-feeding insects may interfere with normal development of the larva and eventually resulting in larval mortality (Ramputh and Bown 1996). Therefore, we suggest that up-regulation of genes involved in GABA-shunt and induced accumulation of GABA in rice likely play a crucial role in *R*-gene mediated resistance against gall midge.

The resistance shown by RP (conferred by *gm3*) against GMB1 is a complex trait which involves expression of HR and the subsequent inability of the maggots to survive on the resistant host. When attacked by biotrophic pathogens, plants use HR as a strategy to limit the invading pathogen by sacrificing some of their own cells. HR is triggered by oxidative burst within the cells that releases several reactive oxygen species (ROS) such as hydrogen peroxide, superoxide radical and singlet oxygen in the cells under attack. ROS, by-products of aerobic metabolism (Halliwell 2006), are generated in peroxisomes and chloroplasts in plants cells (Foyer and Noctor 2003, Asada 2006). In mammals, ROS production is mostly NADPH-oxidase dependent (Apel and Hirt 2004) while in plants, class III peroxidases may also be responsible for ROS generation. These class III peroxidases have been shown to be effective in mounting a hydrogen peroxide-induced defense response in resistant wheat and in the non-host rice against another Cecidomyiid, the Hessian fly (Liu et al. 2010). While the major ROS scavenging genes were not affected during the Hessian fly-wheat interaction, the genes involved in redox, including the major ROS scavenging enzymes, were mostly up-regulated in the present study (Fig. 3 and Additional file 9: Table S6) and thereby, in all probability, allowing effective scavenging of H_2_O_2_ molecules during rice-gall midge interaction. This indicates that HR observed in RP during its interaction with GMB1 is induced by ROS other than hydrogen peroxide unlike what was observed during the Hessian fly-wheat interaction. It has been shown that the over-expression of ascorbate peroxidase (H_2_O_2_ scavenger) enhanced the intensity of stress response that was mediated by singlet oxygen in *Arabidopsis* (Laloi et al. 2007). Thus, our results point towards the possibility of the presence of an alternate pathway for induction of HR during rice-gall midge interaction that is likely induced by singlet oxygen.

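Catalase breaks down hydrogen peroxide in peroxisomes, and ascorbate peroxidase does so with ascorbate. The catalase CATB had a log2 fold change of 0.72 (standard error 0.17, adjusted p = 0.112, or 0.0313 with the replicate number as a block). Ascorbate peroxidase LOC_Os09g36750 had a value of 1.13 (standard error 0.45, adjusted p = 0.331, or 0.0278 blocked), and monodehydroascorbate reductase LOC_Os08g44340, which restores ascorbate, had a value of 1.09 (standard error 0.17, adjusted p = 0.0583, or 0.0218 blocked). A class III peroxidase gene, of a family that uses peroxide in cell walls, rose in RP-I (1.91, standard error 0.27, adjusted p = 0.0497), while another had a value of -1.45 (standard error 0.26, adjusted p = 0.0727, or 0.0311 blocked); the list of this family had 2 higher and 2 lower means (camera, adjusted p = 0.885). All 5 probe sets of the ascorbate and glutathione bin had a higher mean. None passed at an adjusted p under 0.05 in limma, all had an unadjusted p of 0.05 or under, and 5 rose with the block, a bin that the study chose on these arrays and that is not independent evidence. A list of ascorbate peroxidases, catalases and superoxide dismutases set by symbol had 17 of 26 higher with a median log2 fold change of 0.29 (camera, adjusted p = 0.0712). It was 0.0203 with the block, 0.344 with an estimated correlation, and from 0.00266 to 0.470 over the alternatives. Over the list alone, adjusted, 1 probe set rose.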

Singlet oxygen-responsive gene networks are, however, not independent of H_2_O_2_ signaling (Murgia et al. 2004) but the interaction between the two reactive species has been described to be antagonistic (Laloi et al. 2007). Singlet oxygen is produced by photosystem II when energy is transferred from excited chlorophyll to oxygen (Krieger-Liszkay 2005) or from molecules acting as potent photosensitizers [protoporphyrin IX, magnesium protoporphyrinogen IX and protochlorophyllide: substrates of the enzymes involved in chlorophyll branch of tetrapyrrole synthesis pathway (TSP)] to oxygen (Meskauskiene et al. 2001, op den Camp et al. 2003). In the current study, the TSP was overall up-regulated in the resistant host upon gall midge attack but, notably, the transcripts coding for enzymes involved in chlorophyll branch of TSP were all down-regulated (Fig. 2). This indicates reduced chlorophyll synthesis that is also reflected by the observed down-regulation of transcripts involved in photosynthesis and Calvin cycle (Fig. 2). This is in line with the reported reduction in photosynthetic activity after initiation of HR in *Arabidopsis* upon *Pseudomonas syringae* infection (Berger et al. 2007). 

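Heme oxygenase opens the ring of heme and so breaks it down to biliverdin. Its gene HO1 rose in RP-I from a mean log2 signal of 9.17 ± 0.18 to 10.29 ± 0.13 (n = 3; log2 fold change 1.12, standard error 0.16, adjusted p = 0.0495). Ornithine aminotransferase OAT, which the paper's table places in the same pathway, had a value of 1.06 (standard error 0.35, adjusted p = 0.233). Protoporphyrinogen oxidase PPO makes the last common precursor of heme and chlorophyll and had a value of -1.55 (standard error 0.44, adjusted p = 0.169, or 0.0472 with the replicate number as a block). On the chlorophyll side the magnesium protoporphyrin methyltransferase LOC_Os06g04150 had a value of -1.30 (standard error 0.30, adjusted p = 0.111, or 0.0356 blocked). The pathway held 4 probe sets with a higher and 3 with a lower mean, of which 1 rose at an adjusted p under 0.05, and with the block 3 rose and 2 fell. The higher ones are HO1, OAT and the aminotransferases LOC_Os04g52440 (4.76, adjusted p = 0.0901) and OSL2 (1.42, adjusted p = 0.0819). The paper also maps LOC_Os04g52440 as GABA transaminase. The lower ones are PPO, the methyltransferase and the reductase PORA (-1.13, adjusted p = 0.265). The study chose the members on these arrays, so their division is not independent evidence.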

The progressive disintegration of the photosynthetic machinery during HR led to enhanced production of singlet oxygen and singlet oxygen-mediated lipid peroxidation (LPO; Zoeller et al. 2012). Photosynthesis and chlorophyll synthesis are localized in plastids and plastids are present in the dividing apical meristematic cells apart from leaf cells. Rice gall midge maggots feed inside rice plants at the apical meristem, where there is probably little photosynthesis as compared to leaves. But data from our present study clearly showed down-regulation of photosynthesis and chlorophyll branch of TSP and an up-regulation of other transcripts involved in TSP (Fig. 2) in this region of the rice plant after gall midge infestation when compared with un-infested plants. Thus, we suggest that disintegration of photosynthetic machinery leads to generation of singlet oxygen which in turn triggers HR that is observed in the host cells upon gall midge attack.

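Chlorophyll synthesis genes can also be read through a list set by symbol, with 1 of its 9 probe sets (PORA) in the study's tables held here. It names the reductases PORA (log2 fold change -1.13, standard error 0.40, adjusted p = 0.265) and PORB (-0.91, standard error 0.42, adjusted p = 0.411), which need light to make chlorophyllide, the magnesium chelatase subunit CHLH (-0.17, standard error 0.22, adjusted p = 0.868), and CHLG, which adds the phytol tail (-0.75, standard error 0.22, adjusted p = 0.187, or 0.0325 with the replicate number as a block). All 9 probe sets had a lower mean in RP-I, and the list shifted down (camera, median log2 fold change -0.75, adjusted p = 0.00298). With an estimated correlation the adjusted p was 0.344. The medians in replicate pairs 1, 2 and 3 were -0.27, -0.67 and -1.25, so the size of the shift comes mostly from pair 3. Adjusted over the list alone, 0 probe sets passed limma's test, and 1 fell with the replicate block.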

Under biotic stress, the singlet oxygen-mediated LPO in *Arabidopsis* was further enhanced by enzymatic (lipoxygenases, LOX) and non-enzymatic (free radical induced) peroxidation of membrane lipid leading to accumulation of marker metabolites such as azelaic acid (Triantaphylidès et al. 2008, Zoeller et al. 2012). Though the extent of LPO occurring in host cells was not quantified in the present investigation, azelaic acid levels in infested tissues were found to be lower than that in un-infested tissues at early stages of gall midge feeding (24 hai) but subsequently (72 hai), these levels increased in infested tissues as compared to un-infested tissues (Additional file 5: Table S2). This increase in levels of azelaic acid at later stages of gall midge infestation is indicative of LPO occurring during late stages of infestation when the host cells express HR and die. Additionally, the microarray results revealed several fold up-regulation of transcripts encoding for lipoxygenases (Additional file 8: Table S5) including LOX2 and LOX2.1. 

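Lipoxygenases add oxygen to polyunsaturated fatty acids, the step that starts jasmonate and lipid peroxides. Lipoxygenase 2.1 (LOC_Os12g37260) rose in RP-I from a mean log2 signal of 7.23 ± 0.99 to 11.26 ± 0.56 (n = 3; log2 fold change 4.03, standard error 0.53, adjusted p = 0.0476), a 16.4-fold change. A second of its probe sets rose (1.30, standard error 0.18, adjusted p = 0.0482), and another, with the highest mean, had a value of 1.54 (standard error 0.52, adjusted p = 0.237). Lipoxygenase 2 of Table S7 (LOC_Os03g52860, LOX1.1) had a value of 3.55 (standard error 1.17, adjusted p = 0.230), with RP-UI 3 already near the RP-I level; its fold change ran from 5.62 without RP-UI 1 to 31.1 without RP-UI 3. LOX3 had a value of 2.40 (standard error 0.38, adjusted p = 0.0599, or 0.0319 with the replicate number as a block). Outside the study's selection LOX5 had 0.09 and the gene that carries the symbol LOX2 -0.39 (adjusted p = 0.953 and 0.559). The first 3 genes were singled out on these arrays and are not independent evidence.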

Their expression patterns were also confirmed by semi-quantitative RT-PCR (Fig. 4) which showed higher transcript abundance in infested tissues as compared to un-infested tissues at three distinct time points. In accordance with the findings of Zoeller et al. (2012), we suggest that host cell death occurring during HR in RP upon gall midge attack, is due to oxidative damage to cellular membranes triggered by singlet oxygen and which is likely further enhanced by LOX enzymatic activities. Furthermore, microarray results in the current investigation showed several fold up-regulation of transcripts involved in lipid degradation. 

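Beta-oxidation in peroxisomes cuts fatty acids down to acetyl-CoA and also completes jasmonate. The multifunctional protein MFP, which carries its middle steps, rose in RP-I (log2 fold change 1.37, standard error 0.19, adjusted p = 0.0479), and the hydroxyacyl-CoA dehydrogenase LOC_Os01g58380 rose (1.54, standard error 0.18, adjusted p = 0.0455). A lipase, LOC_Os01g71010, which frees fatty acids, rose too (1.16, standard error 0.14, adjusted p = 0.0455). Acyl-CoA oxidases, which open the cycle, had higher means, at LOC_Os11g39220 (1.63, standard error 0.43, adjusted p = 0.149, or 0.0150 with the replicate number as a block) and at LOC_Os06g24704 (1.35, standard error 0.20, adjusted p = 0.0533, or 0.0171 blocked). Of the lipid degradation probe sets 12 had a higher and 3 a lower mean. At an adjusted p under 0.05, 3 rose and 0 fell, and with the block 12 rose and 2 fell. As elsewhere, the bin was formed by the study on these arrays and is not independent evidence.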

Previously, it has been shown that mobilization of membrane lipids through lipolysis in resistant wheat plants constituted an important link in its defense against the Hessian fly (Khajuria et al. 2013). Similarly, the oxidation of lipid membranes may in turn help in mediating defense response of rice host against the avirulent gall midge maggots.

To generate a stress response, singlet oxygen signaling is coordinated with other ROS-signaling (Laloi et al. 2007) or phytohormone-signaling (Danon et al. 2005). The involvement of different phytohormones (ethylene, jasmonate, salicylic acid) in modulating the singlet oxygen-mediated cell death during stress in *Arabidopsis* mutants has also been demonstrated earlier (Danon et al. 2005, Ochsenbein et al. 2006). Similarly, a concurrent activation of phytohormone synthesis was observed in the current study which was reflected in up-regulation of genes involved in synthesis of three major phytohormones i.e. ethylene, jasmonate and salicylate (Fig. 3 and Additional file 9: Table S6). Additionally, singlet oxygen has also been shown to control the expression of nuclear encoded genes by means of several transcription factors. 

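Ethylene is made by ACC synthase and ACC oxidase. In RP-I the ACC oxidase LOC_Os03g63900 had a log2 fold change of 2.07 (standard error 0.57, adjusted p = 0.160, or 0.0382 with the replicate number as a block), and the ACC synthase LOC_Os06g03990 had a value of -1.19 (standard error 0.39, adjusted p = 0.227, or 0.0172 blocked). For jasmonate, allene oxide synthase AOS4, which follows lipoxygenase, had a value of 2.60 (standard error 0.48, adjusted p = 0.0754, or 0.0298 blocked), and AOS3 had a value of 3.55 (standard error 0.92, adjusted p = 0.141, or 0.0490 blocked). The salicylate bin holds methyltransferases, among them LOC_Os06g13560 (1.73, standard error 0.26, adjusted p = 0.0559, or 0.0201 blocked; in its probe set of highest signal -0.15, standard error 0.16, adjusted p = 0.823). Higher and lower means numbered 6 and 6 in ethylene synthesis, 4 and 1 in the allene oxide bin and 3 and 0 in the salicylate bin. By limma at an adjusted p under 0.05, 1 rose in ethylene synthesis (6 up and 5 down with the block), and the study's choice of these bins on the same arrays is not independent evidence. A jasmonate synthesis list set by symbol had a median log2 fold change of 0.16 over 20 probe sets (camera, adjusted p = 0.0535, or 0.485 with an estimated correlation, and from 0.000988 to 0.744 over the alternatives), and adjusted over the list alone 8 rose and 2 fell. An ethylene synthesis list of only 3 probe sets had an adjusted p of 0.730 by camera.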

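Chitinases and pathogenesis-related (PR) proteins are defense products that jasmonate and salicylate call up. As a list set by symbol they shifted up in RP-I (camera, 24 of 31 with a higher mean, median log2 fold change 0.46, adjusted p = 6.7e-05), and the adjusted p was 0.344 with an estimated correlation. The list takes in genes of the symbol OsTLP, such as OsTLP3 (0.46), OsTLP12 (0.49) and OsTLP5 (-0.48). The symbol alone does not show that these are PR proteins, and the list was not tested without them. The list medians in pairs 1, 2 and 3 were 0.43, 0.51 and 0.35. The chitinase CHIB3H-A, which attacks fungal and insect chitin, had a log2 fold change of 1.94 (standard error 0.37, adjusted p = 0.0765, or 0.0213 with the replicate number as a block). CHT6 had a value of 1.60 (standard error 0.32, adjusted p = 0.0865, or 0.0372 blocked), CHT11 had a value of 3.13 (standard error 0.71, adjusted p = 0.107), and PBZ1, a marker of defense, had a value of 1.86 (standard error 0.80, adjusted p = 0.373). Over the list alone, adjusted, 6 probe sets rose. Gibberellin and diterpenoid phytoalexin genes had a median of 0.17 over 16 probe sets (adjusted p = 0.0535, or 0.0214 with the block, and from 0.00955 to 0.470 over the alternatives), with the diterpene cyclase CPS1 at a value of 1.67 (standard error 0.32, adjusted p = 0.0806, or 0.0262 blocked).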

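WRKY factors bind defense gene promoters, and the probe set of OsWRKY50 (LOC_Os11g02540) rose in RP-I (log2 fold change 1.26, standard error 0.15, adjusted p = 0.0455). OsWRKY62, a regulator of blight resistance, had a value of 1.79 (standard error 0.34, adjusted p = 0.0772, or 0.0173 with the replicate number as a block). The gene that the study's table calls NAC48, of a family that steers senescence and stress, had a value of 2.53 (standard error 0.54, adjusted p = 0.0960, or 0.0150 blocked). The annotation used here gives the symbol NAC048 to another gene, which had a value of 0.91 (standard error 0.28, adjusted p = 0.201, or 0.0365 blocked). JAMYB, a MYB factor that jasmonate induces, had a value of 1.24 (standard error 0.23, adjusted p = 0.0751, or 0.0168 blocked). The EREBP gene LOC_Os09g11480 had a value of 1.78 (standard error 0.34, adjusted p = 0.0773, or 0.0150 blocked), while the zinc finger gene LOC_Os08g36110 fell (-1.41, standard error 0.20, adjusted p = 0.0497). Higher and lower means numbered 15 and 0 in WRKY, 17 and 0 in NAC, 12 and 6 in MYB, 16 and 6 in zinc fingers and 6 and 5 in EREBP. With an adjusted p under 0.05, 1 WRKY probe set rose and 1 zinc finger fell. With the block WRKY had 9 up, NAC 14 up, MYB 11 up and 4 down, zinc fingers 12 and 4, and EREBP 3 and 4. Bins of the study's choosing on these arrays are not independent evidence. A NAC list set by symbol shifted up (camera, 11 of 12 with a higher mean, median log2 fold change 0.39, adjusted p = 0.00326, or 0.423 with an estimated correlation), adjusted over the list alone 0 of its probe sets passed, and 4 rose with the block. A WRKY list of 7 probe sets had a median of -0.03 (camera, adjusted p = 0.438), and an AP2/ERF list of 16 probe sets one of 0.15 (0.438). Lists set by symbol hold only part of a family, so these 2 results do not speak for the families as a whole.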

In the current investigation, the transcription factors such as ethylene responsive factors (EREBP), WRKY transcription factors, zinc finger proteins, NAC domain containing and MYB were up-regulated in the host after gall midge attack (Fig. 3). Several of these transcription factors have been reported to show quick and enhanced expression in plants upon release of singlet oxygen (Gadjev et al. 2006, Kim et al. 2008) and are known to be involved in plant defense response against biotic stress (van Verk et al. 2009). Thus, results of the current study indicate that the release of singlet oxygen not only triggers HR and lipid peroxidation in the host cells but also controls the host defense against gall midge *via* phytohormones signaling and/or up-regulation of several transcription factors.

The stress response induced by singlet oxygen could be due to its direct cytotoxicity (Meskauskiene et al. 2001) or the singlet oxygen triggered genetic reprogramming of the cells (Wagner et al. 2004). In the current study, many genes involved in DNA synthesis and repair, maintenance of chromatin assembly, cell cycle and cell organization showed several fold down-regulation in RP-I as compared to RP-UI (Fig. 3 and Additional file 9: Table S6) indicating the disorganization of cellular machinery and the preparations of the cells ahead of programmed cell death or HR. 

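Genes that copy DNA had the smallest adjusted p of the 53 lists compared between RP-I and RP-UI. The MCM proteins form the helicase that opens DNA for replication, and MCM5 (log2 fold change -3.24, standard error 0.35, adjusted p = 0.0393), MCM2 (-3.20, standard error 0.28, adjusted p = 0.0284) and MCM6 (-3.12, standard error 0.32, adjusted p = 0.0345) fell. RPA32 and RPA70B, which bind the single strands, fell as well (-3.55, standard error 0.35, adjusted p = 0.0332 and -3.13, standard error 0.33, adjusted p = 0.0376), and so did PCNA, the clamp that holds the polymerase (-2.83, standard error 0.19, adjusted p = 0.0284). A DNA replication list set by symbol, with 5 of its 32 probe sets in the study's tables held here, shifted down (camera, 26 of 32 lower, median log2 fold change -1.25, adjusted p = 5.1e-20), and the adjusted p was 0.344 with an estimated correlation. Fry, a rotation test of the list against no change and not against the other probe sets, gave 0.0230. At an adjusted p under 0.05, 12 of its probe sets fell (19 with the replicate number as a block) and adjusted over the list alone 24. The medians were -1.17, -1.46 and -1.18 in pairs 1, 2 and 3, and the list adjusted p stayed at or under 1.3e-16 with any single array left out. The authors read lower levels of genes for DNA synthesis, chromatin and the cell cycle as a sign of disorganized cellular machinery and of cells that prepare for programmed cell death or HR. Pooled arrays of whole tissue do not separate less transcript per cell from fewer dividing cells.

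**Figure D2:**
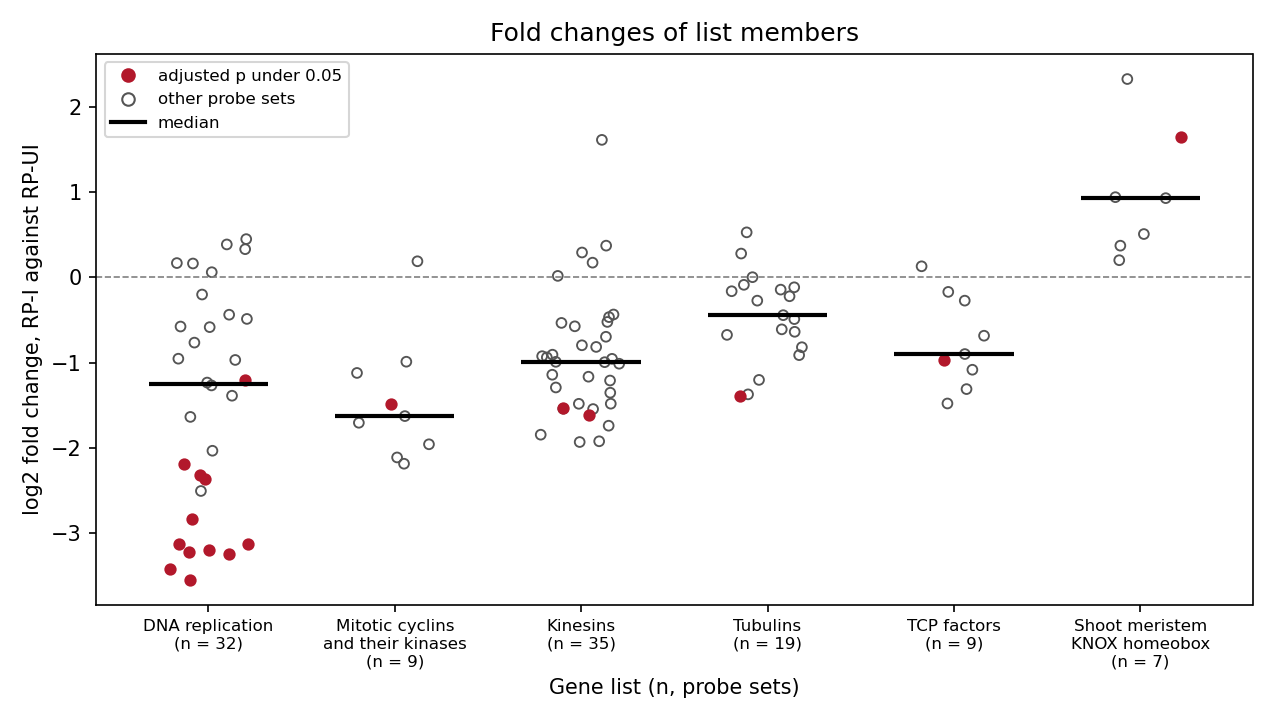
Log2 fold change (RP-I against RP-UI) of the probe sets of gene lists set by symbol. Each point is a probe set, and n = 3 arrays per group.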

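KNOX homeobox genes mark the shoot meristem, the source of new cells at the base of the tiller. They shifted up as a list (camera, 7 of 7 with a higher mean, median log2 fold change 0.93, adjusted p = 0.000196, or 0.344 with an estimated correlation). OSH71 rose (log2 fold change 1.64, standard error 0.22, adjusted p = 0.0476), and OSH1, which keeps the meristem, had a value of 0.93 (standard error 0.26, adjusted p = 0.172, or 0.0304 with the replicate number as a block) in its probe set of highest signal and a value of 2.32 (standard error 0.72, adjusted p = 0.205) in another. Adjusted over the list alone, 3 KNOX probe sets rose. Autophagy genes, which break down cell contents, shifted up too (camera, 6 of 7 with a higher mean, median 0.36, adjusted p = 0.0147, or 0.344 with an estimated correlation). Among them APG8C had a value of 0.86 (standard error 0.15, adjusted p = 0.0709, or 0.0377 blocked) and APG8D a value of 1.03 (standard error 0.29, adjusted p = 0.170, or 0.0216 blocked), and adjusted over the list alone 3 rose. The autophagy result was 0.0597 without RP-UI 3 and 0.0718 without RP-I 1.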

The reduced expression of these genes in the resistant host, upon gall midge challenge, was confirmed by semi-quantitative RT-PCR (Fig. 4) and one of them, *Prolifera*, showed statistically significant down-regulation in RP-I as compared to RP-UI. *Prolifera* is a member of mini chromosome maintenance (MCM) protein family involved in DNA replication and was found to be expressed in giant cells in *Arabidopsis* upon successful nematode infection (Huang et al. 2003). Root-knot nematodes alter cell cycle regulation and establish the feeding sites termed as giant cells to draw nutrients from host cells (Goverse et al. 2000). Similarly, genes involved in chromatin remodeling and maintenance were observed to be over-expressed at late stages of giant cell formation in plants during compatible interaction with root-knot nematodes (Portillo et al. 2013). Several genes related to cell organization and DNA synthesis were also found to be up-regulated in the rice host during compatible interactions with gall midge (Rawat et al. 2012b). However, down-regulation of the genes involved in cell organization i.e. *Prolifera*, in the gall midge resistant variety RP during HR, indicates that the avirulent maggots are unable to induce expression of host genes that are involved in establishment/development of feeding site. This may be because, in accordance to plant vigour hypothesis (Price 1991), gall midge (like other galling insects) requires a healthy host for successful establishment of feeding sites and formation of nutritive tissue (Agarrwal et al. 2014) which is not available in the resistant host undergoing cell death, at the maggot feeding site, during HR. Thus, the resistant host is able to prevent the feeding maggots from continued feeding by disrupting the source-sink nutrient channeling by killing some of its own cells at the insect-feeding site during HR.

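Prolifera is MCM7, a subunit of the replication helicase that dividing cells need. Its mean log2 signal went from 10.07 ± 0.12 in RP-UI to 6.65 ± 0.63 in RP-I (n = 3), and it fell in all 3 pairs (log2 fold change -3.42, standard error 0.31, adjusted p = 0.0284). MCM4 of the same complex fell (-3.22, standard error 0.40, adjusted p = 0.0476). Cyclin CYCB2, needed for entry into mitosis, had a value of -1.96 (standard error 0.74, adjusted p = 0.296) in its probe set of highest signal and a value of -2.19 (standard error 0.54, adjusted p = 0.129, or 0.0401 with the replicate number as a block) in another. The arrays compare infested with un-infested RP plants only, so they hold no feeding site of a susceptible plant to set beside these values.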

The pre-dominance of HR in rice gall midge resistance is revealed by the fact that resistance associated with 9 of the 11 *R*-genes known (exceptions *Gm1* and *Gm8*) is manifested with HR (Bentur et al. 2011). However, the HR-induced host cell death at the gall midge feeding site is not the cause of maggot mortality (Bentur and Kalode 1996) and actual death of maggots could be a result of the inability of the maggots to continue feeding on resistant hosts. A recent study on incompatible interaction between another gall midge (*Dasineura marginemtorquens*) and willow (*Salix viminalis*) revealed that the loci for HR and the locus for resistance were not co-located (Höglund et al. 2015). The authors proposed that the resistance of the plant host against the galling insect could be explained by absence of galls i.e. lack of induced susceptibility. Loss-of-susceptibility rather than induced defense has often been used to explain the phenomena of recessive resistance (reviewed by Pavan et al. 2010). However, studies have also shown that recessive resistance is not always associated with loss-of-susceptibility but may also be associated with induced defense response (Gonzalez-Ibeas et al. 2012). Recessive resistance could also mean that the product of the dominant allele acts as a negative regulator of plant immunity and when not expressed in individuals harboring the recessive allele, it leads to the de-repression of the plant defense and consequently resulting in resistance (Pavan et al. 2010). This would probably explain the gall midge resistance phenomenon in RP conferred by *gm3* – the only recessive *R*-gene identified against gall midge thus far.

Thus, the integrated study of rice host transcriptome and metabolome during its interaction with an avirulent biotype of AGM provides important revelations with regard to the resistance mechanism of the host that is associated with a recessive *R*-gene and manifested through HR. Based on our combined analysis of results obtained from transcriptomics and metabolomics, we propose that by expressing HR the host does not kill the invader directly but does so by reducing the nutrient availability to the feeding maggots, by sacrificing some of its own cells, and then hampering the development of the insect by accumulating inhibitory neurotransmitters such as GABA. However, to prove this hypothesis experimentally, an artificial diet for feeding rice gall midge maggots needs to be established. This diet could then be supplemented with antifeedants such as GABA to study their effects on survival rates of maggots. Additionally, the present study revealed novel genes, e.g. the unknown gene (LOC_Os01g40290), that showed maximum fold change in microarray analyses results. These could be evaluated further for understanding their role in conferring resistance against gall midge in particular and also possibly other stresses in general.

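LOC_Os01g40290, a gene of unknown function that carries the symbol LOC4327653, had the largest log2 fold change of the 51532 probe sets. It rose in RP-I from a mean log2 signal of 4.60 ± 1.02 to 10.31 ± 1.30 (n = 3; log2 fold change 5.71, standard error 0.76, adjusted p = 0.0476), a 52.3-fold change (from 35.6- to 86.0-fold with single arrays left out, the largest without RP-I 3), and each RP-I array lay above each RP-UI array. The annotation held here has no product descriptions, so the arrays give its level and no function. It was named for its size on these arrays, which makes the size no independent evidence.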

## Conclusions

Based on the results of our study, we conclude that extensive reprogramming of the transcriptome and metabolome occurs in the rice host (RP) upon gall midge (GMB1) infestation leading to an array of events that likely induce hypersensitive response (HR)-mediated host resistance against gall midge. The transcriptomic and metabolic reprogramming lead to a shift in C/N metabolism including induction of enzymes involved in GABA shunt – an important link between C/N metabolism and accumulation of GABA, that could be toxic to the feeding maggots, along with the concomitant release of reactive oxygen species, such as singlet oxygen, that trigger HR in the host. The cell death during HR is likely mediated by lipid peroxidation, releasing free fatty acids which are further involved in defense signaling. The host cell death, as a consequence of HR, and the breakdown of cellular machinery at the feeding site in the resistant host RP do not allow the maggots to continue feeding, leading to their starvation – a demonstration of one of the several defense strategies employed by RP to defend against GMB1 (Fig. 5).

**Fig. 5:**
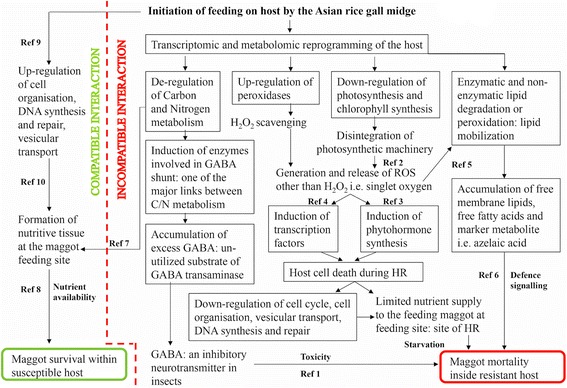
Model representing flow of events occurring during rice-gall midge compatible and incompatible interactions. Representation of flow of events related to rice-gall midge compatible and incompatible interactions (separated by dotted lines). Text within green and red boxes represents outcome of compatible and incompatible interactions, respectively. The attack by the Asian rice gall midge on a resistant host induces extensive transcriptomic and metabolomic reprogramming leading to an array of events that induce hypersensitive response (HR)-mediated host resistance against gall midge. The deregulation of carbon and nitrogen metabolism induces overexpression of genes involved in GABA shunt and accumulation of GABA that could be toxic to the feeding maggots (Ref 1) along with the concomitant release of reactive oxygen species, i.e. singlet oxygen, that trigger HR in the host. The disintegration of photosynthetic machinery leads to generation of singlet oxygen (Ref 2), which further mediates defense signaling involving phytohormones (Ref 3) and transcription factors (Ref 4). Singlet oxygen also induces lipid peroxidation (Ref 5) causing lipid mobilization that plays a role in defense signaling through release of free fatty acids (Ref 6). On the other hand, C/N shift towards nitrogen, during compatible interaction (Ref 7), favors maggot growth by promoting formation of nutritive tissue (Ref 8). Up-regulation of genes involved in cell cycle and organization during compatible interaction (Ref 9) also promotes establishment of nutritive tissue at feeding sites (Ref 10). In contrast, host cellular machinery breaks down at the site of HR during incompatible interaction. Therefore, the host cell death, during HR at feeding site, limits nutrient supply to the feeding maggots and prevents formation of nutritive tissue. The flow of events in the given model is re-constructed based on information available from the current study (text within black boxes) and earlier studies on other insect-plant interactions for which appropriate references have been cited in Additional file 11 : References S1

## Methods

### Gall midge infestation and plant sample collection

The Asian rice gall midge (*Orseolia oryzae* Wood-Mason) biotype 1 (GMB1) was used to challenge the resistant rice variety RP2068-18-3-5 (RP henceforth) under greenhouse conditions [at the Indian Institute of Rice Research, (formerly Directorate of Rice Research) Hyderabad] for the current study. The RP seeds were sown in 4 rows, 5 cm apart, with 25 plants in each row, in plastic trays (60 x 30 x 30 cm) that were filled with puddle nutrient enriched soil. After 15 days, plants in some trays were exposed to GMB1 females (*n* = 25) and males (*n* = 10) and plants in other trays were left un-exposed but all trays were treated alike. After 48 h of insect release, all the trays were transferred to humidity chamber (>90 % relative humidity) and were maintained there to facilitate egg hatching and maggot establishment. The plants were periodically checked for maggot establishment and once it was ascertained, this time point was considered 24 hai (hours after infestation). As previously described (Rawat et al. 2010, 2012a) plant tissues (RP-I) were harvested from the feeding site (1 cm region of the meristematic tissue at the maggot feeding site) at 24, 48 and 72 hai. Maggots, both live (at 24 hai and 48 hai) and dead (at 72 hai), were carefully removed from the plant tissues. The tissues from un-infested plants (RP-UI) served as controls and were also excised at the same time points as the infested plants. This exercise was repeated for two consecutive years during *kharif* (monsoon) season (2012 and 2013).

### RNA extraction and microarray for gene expression analysis

Only plant samples (RP-I and RP-UI) from 2013 *kharif* season were used for RNA extraction. The frozen plant tissues (50–100 mg) were ground to a fine powder in liquid nitrogen using a micro-pestle. RNA extraction was carried out using Plant Total RNA Miniprep Kit (mdi Membrane Technologies, USA) as per manufacturer’s instructions. The RNA extracted from tissues representing different time points were pooled and an aliquot of 16 μL (200 ng/μL) was utilized for microarray experiments. Three independent biological replicates were used for transcriptome analyses on GeneChip Rice Genome Array (Affymetrix, USA). The quality of RNA (RIN values) was checked using Agilent Bioanalyzer 2100 (Agilent Technologies, USA). Labeling of RNA, target hybridization, washing-staining-scanning of arrays were carried out by M/s Innovative Life Discoveries (Gurgaon, India). Pre-processing of raw data (.CEL files) was performed using Robust Multichip Average (RMA) algorithm on GeneSpring (Gx13.1) software (Agilent Technologies, USA) and after normalization, only those probe sets having intensities between 10–100 percentile were included in the data. To identify the statistically significant differentially expressed genes (DEGs), moderated *t*-test method (Smyth 2004) was applied and *p*-value cut off 0.05 was considered significant. Only statistically significant DEGs (*p* ≤ 0.05) were subjected to fold change analysis and a filter of 2-fold change between the two conditions i.e. infested versus un-infested was applied and a volcano plot (Cui and Churchill 2003) was constructed (Additional file 1: Figure S1). MapMan software (Thimm et al. 2004) was used to visualize the distribution of DEGs into different bins and their appearance in different metabolic pathways using *Oryza* - specific mapping file. The sequence of events involved in processing of data is presented in Additional file 12: Method S1.

### cDNA synthesis and validation of gene expression results by semi-quantitative RT-PCR

The RNA samples from tissues representing different time points (24, 48 and 72 hai) were used to synthesize the first strand cDNA using Verso cDNA synthesis kit (Thermo Scientific, USA). The protocol was slightly modified and is as follows: the reaction mix containing 1 μL of total RNA along with other constituents of the kit (5X cDNA synthesis buffer, Anchored Oligo dT, dNTP mix, RT enhancer) was incubated at 70 °C for 10 min followed by a quick transfer to 42 °C for another 10 min. Next, the verso enzyme mix was added and the cDNA synthesis was carried out at 42 °C for 90 min after which it was terminated by heating the reaction mix at 95 °C for 2 min. The cDNA, thus synthesized, was cleaned up using QIAquick PCR purification kit (Qiagen, Netherlands) and quantified using NanoVue (GE Healthcare Lifesciences, USA). To validate the expression pattern of highly up-regulated and down-regulated genes, semi-quantitative RT-PCR was performed with cDNA in two technical replicates for each of the three biological replicates. Gene-specific primers for the semi-quantitative RT-PCR were designed using Primer Express Software (Applied Biosystems, USA). The PCR mix (1X; 25 μL) contained 20 ng of cDNA, 0.5 μM primers (forward and reverse each), 200 μM each of the dNTPs, 1.2 Units of Taq polymerase and Taq buffer (Bangalore Genei Pvt Ltd, India). The optimum PCR conditions including cycle number and cDNA amounts were standardized for each gene separately. After the PCR, products were run on 2 % agarose gel (stained with EtBr) at 60 V for 1 h. These gels were then photographed under ultraviolet rays, using the Alpha Imager EP system (Cell Biosciences, USA). The captured images were analyzed using ImageJ software (Schneider et al. 2012). A total of 15 genes were analyzed by semi-quantitative RT-PCR including 8 up-regulated, 6 down - regulated genes and one reference gene. Rice ubiquitin (GenBank accession number NM_001049450; Forward primer- GCGTAGGCTCCTGTTCTTTGG; Reverse primer- AGGGCATCACAATCTTCACAGA) was used as a reference gene for normalization and the fold change values were calculated between the relative expression values (REVs) of infested (RP-I) and un-infested (RP-UI) tissues. A graph was constructed based on the log (2) values of the fold change using MS Excel (Microsoft, USA). The amplification products were cloned and sequenced (M/s Macrogen Inc, South Korea) to confirm their identity.

### Gas chromatography–mass spectrometry (GC-MS) based metabolic profiling

The metabolic profiling was carried out in two independent GC-MS experiments performed on rice tissues, obtained from two consecutive *kharif* season crops, exposed to gall midge under greenhouse conditions. The tissues (RP-I) were exposed to gall midge biotype 1 (GMB1) and plant tissues were excised from stem region at three time points 24, 48 and 72 hai. The stem tissue excised from rice plants not exposed to GMB1 (un-infested, RP-UI) were used as control. The current study involved three independent biological replicates from each year’s sample collection. The infested and un-infested tissues were treated alike and the extracted metabolites after derivatization were analyzed by gas chromatography mass spectrometry (GC-MS). Metabolite extraction and derivatization was performed using the method described earlier (Agarrwal et al. 2014). Briefly, the plant tissue was ground to a fine powder using liquid nitrogen and the metabolites were extracted in cold solvent system comprising of water–methanol-chloroform. The upper water-methanolic phase was dried and derivatized by sequentially using methoxyamine hydrochloride solution in pyridine and N-Methyl-N-(trimethylsilyl)trifluoroacetamide (MSTFA) solution. Similarly, a standard solution containing 18 commonly available compounds was also dried and derivatized (see Agarrwal et al. 2014). The derivatized samples, along with the standard solution, were then analyzed using GC-MS conditions mentioned earlier (Agarrwal et al. 2014). The data was acquired on GCMS 2010QP-PLUS (Shimadzu Corp., Japan) and processed by GCMS solution post run analysis software (Shimadzu Corp., Japan) and peak identification was carried out using NIST 05, NIST 08 and WILEY 08 libraries. The putative identification of metabolites was based on two dimensions i.e. retention index (RI) for GC and similarity index (SI) for MS.

### Statistical analyses of metabolic profiles

The processed data was exported to MS Excel (Microsoft, USA) and the statistical analyses of the metabolic data was carried out using Metaboanalyst (Xia et al. 2015). The fold change in levels of accumulation of various metabolites between the infested and un-infested tissues (RP-I/RP-UI) was calculated followed by a *t*-test. The metabolic data was subjected to multivariate statistical analysis (PLS-DA) which could differentiate the metabolic profiles of infested tissues from those of un-infested tissues at all the three distinct time points.

### Accession numbers for microarray data

The microarray data reported in this article have been deposited in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE70526.

## Additional files

Additional file 1: Figure S1. Volcano plot depicting log2-fold change (x-axis) versus –log10 p-value (y-axis) in gene expression profiles of rice upon GMB1 challenge. RP-I/RP-UI represents the comparison between infested (RP-I) and un-infested (RP-UI) rice tissues. (TIF 1004 kb) Additional file 2: Table S1. Overview of GO analysis. (XLSX 36 kb) Additional file 3: Figure S2. Bar diagram showing results of Gene Ontology (GO) analysis for the distribution of transcripts, identified in rice challenged with the Asian rice gall midge biotype 1 (GMB1), across various biological and cellular processes. Only those GOs accounting for more than 10 % transcripts have been plotted in the graph. (TIF 1757 kb) Additional file 4: Figure S3. Two-dimensional score plots between selected components on the basis of Partial Least Squares–Discriminant Analysis performed on metabolic profiles of infested (RP-I) and un-infested (RP-UI) samples of rice obtained at different time points after gall midge infestation a) 24 h b) 48 h c) 72 h. The X-axis represents components that have maximum variability and y-axis represents components having second highest variability. RP: *indica* rice variety RP2068-18-3-5; h: hai. (TIF 1110 kb) Additional file 5: Table S2. Overview of metabolic profiling results. (DOCX 21 kb) Additional file 6: Table S3. Overview of deregulation of transcripts, involved in metabolism (both primary and secondary metabolism), in the resistant host (RP) upon gall midge biotype 1 (GMB1) infestation. Detailed information such as fold change in relative expression of these transcripts upon gall midge infestation (Fold change RPI/RPUI), their gene locus ids, protein name and function, GO annotation, pathways, Affymetrix probe ids is provided. RP: i*ndica* rice variety RP2068-18-3-5, I: infested, UI: un-infested. (XLSX 73 kb) Additional file 7: Table S4. Overview of deregulation of transcripts, involved in light reaction and Calvin cycle of photosynthesis and tetrapyrrole synthesis pathway, in the resistant host (RP) upon gall midge biotype 1 (GMB1) infestation. Detailed information such as fold change in relative expression of these transcripts upon gall midge infestation (Fold change RPI/RPUI), their gene locus ids, protein name and function, GO annotation, pathways, Affymetrix probe ids is provided. RP: i*ndica* rice variety RP2068-18-3-5, I: infested, UI: un-infested. (XLSX 16 kb) Additional file 8: Table S5. Microarray analyses of rice tissues challenged with the Asian rice gall midge biotype 1 (GMB1). Transcripts have been placed into several bins using MapMan software and information relating to fold change in relative gene expression values (fold change) between infested (RPI) and un-infested tissues (RPUI), Affymetrix gene ids, description of the transcript is provided. RP: *indica* rice variety RP2068-18-3-5. (XLSX 234 kb) Additional file 9: Table S6. Overview of transcripts encoding transcription factors, transcripts involved in hormone synthesis, cell organization and maintaining cellular redox state, in the resistant host (RP) upon gall midge biotype 1 (GMB1) infestation. Detailed information such as fold change in relative expression of these transcripts upon gall midge infestation (RPI/RPUI), their gene locus ids, protein name and function, GO annotation, Affymetrix probe ids is provided. RP: *indica* rice variety RP2068-18-3-5, I: infested, UI: un-infested. (XLSX 57 kb) Additional file 10: Table S7. Details of genes shortlisted, on the basis of microarray results, for semi-quantitative RT-PCR. (DOCX 16 kb) Additional file 11:
**References S1.** List of references referred to in Fig. 5. (DOCX 15 kb) Additional file 12:
**Method S1.** Work flow for microarray analyses.

## Abbreviations

CHO: Carbohydrate
DEGs: Differentially expressed genes
GABA: Gamma amino butyric acid
GC-MS: Gas chromatography–mass spectrometry
GMB1: Gall midge biotype 1
GO: Gene ontology
hai: Hours after infestation
HR: Hypersensitive response
LOX: Lipoxygenases
LPO: Lipid peroxidation
PLS-DA: Partial Least Squares-Discriminant Analysis
R-gene: Resistance gene
RIN: RNA integrity number
RMA: Robust Multichip Average
ROS: Reactive oxygen species
RP: *indica* rice variety RP2068-18-3-5
RP-I: RP infested
RP-UI: RP un-infested
RP-I/RP-UI: Fold change difference between RP infested and RP un-infested
RT-PCR: Reverse transcription-polymerase chain reaction
TCA: Tricarboxylic acid cycle
TSP: Tetrapyrrole synthesis pathway

# Supplementary material for: Metabolic and transcriptomic changes induced in host during hypersensitive response mediated resistance in rice against the Asian rice gall midge
**Source:** Rice (N Y). 2016 Feb 19;9:5. doi: 10.1186/s12284-016-0077-6
**Supplement:** Additional file 5: Table S2. — Overview of metabolic profiling results.

**Additional file Table S2. Distribution of various metabolites across different cellular metabolic pathways and differential accumulation of these metabolites in infested (RP-I) and un-infested (RP-UI) tissues. Data represented here depicts results of two years of data (2012 and 2013 *kharif* season) obtained from metabolic profiles of infested and un-infested samples at three distinct time points i.e. 24, 48 and 72 hai (hours after infestation). RP: *indica* rice variety RP2068-18-3-5**

RP-I/RP-UI depicts the difference in levels of metabolites in RP2068-18-3-5 tissues infested with GMB1 as compared to unexposed tissues.

Color shading corresponds to the magnitude of fold change in accumulation of metabolites between RP-I and RP-UI

nc: no change in levels of metabolites between RP-I and RP-UI

# Supplementary material for: Metabolic and transcriptomic changes induced in host during hypersensitive response mediated resistance in rice against the Asian rice gall midge
**Source:** Rice (N Y). 2016 Feb 19;9:5. doi: 10.1186/s12284-016-0077-6
**Supplement:** Additional file 10: Table S7. — Details of genes shortlisted, on the basis of microarray results, for semi-quantitative RT-PCR.

**Additional file Table S7. Details of genes shortlisted (based on microarray results) for semi-quantitative RT-PCR**

| Name | Bin Name | Locus ID | Description | FC (microarray) | Representative Public ID | Primer sequence |
| --- | --- | --- | --- | --- | --- | --- |
| CytoP450 | misc.cytochrome P450 | loc_os03g04530 | 12003.m05981 protein cytochrome P450 86A2, putative, expressed | -18.948 | AK105857.1 | \| F: CCGTGGCCTGGAACTTCG  R: TTGGCACACGGTCGATCTAC \| \| --- \| |
| Prolyl endopeptidase | protein.degradation | loc_os04g47360 | 12004.m09681 protein prolyl endopeptidase, putative, expressed | -18.025 | AK065953.1 | F: TCTCACCCGACTCTGCTGTA  R: ACGACACGAACCCGAGATTC |
| RepA 32 | DNA.repair | loc_os02g58220 | 12002.m10843 protein replication protein A 32 kDa subunit, putative, expressed | -11.763 | AB037145.1 | F: CGTCGAGACAGCCAACGTTA  R: GCAGCGGTTTCAGCAGAATC |
| RepA 32 | protein.aa activation | loc_os02g58220 | 12002.m10843 protein replication protein A 32 kDa subunit, putative, expressed | -11.763 | AB037145.1 | Same as above |
| PROLIFERA | DNA.synthesis/chromatin structure | loc_os12g37400 | 12012.m07525 protein PROLIFERA protein, putative, expressed | -10.668 | AK073411.1 | F: CATCCTCCAAGATGTCGCGA  R: CGTGACCCTCTGCAAGAACT |
| HMG1/2-like | RNA.regulation of transcription. Nucleosome/chromatin assembly factor group | loc_os08g01100 | 12008.m04259 protein HMG1/2-like protein, putative, expressed | -10.31 | AK069900.1 | F: GGAGCACCCTGACAACAAGA  R: CATTGTGGTACTCGGCCTTG |
| Histone H3 | DNA.synthesis/chromatin structure.histone | loc_os04g34240 | 12004.m08518 protein histone H3, putative, expressed | -10.107 | CR282432 | F: CATCGTAAGCCGAGCCGATA  R: TACAAGGTTTCCGGTGTCCAA |
| LEA3 | development.late embryogenesis abundant | loc_os05g46480 | 12005.m08771 protein late embryogenesis abundant protein, group 3, putative, expressed | 10.88 | U57641.1 | F: TGAATGATTTCCCTTTGGGTCTA  R: GCGACGACCACCACTTCATA |
| Lipoxygenase 2 | hormone metabolism. jasmonate.synthesis-degradation.lipoxygenase | loc_os03g52860 | 12003.m10259 protein lipoxygenase 2, putative, expressed | 11.723 | AK073529.1 | F: GCGCCATCATCGTCAAGAA  R: GCGGTTGTAGCGATACTTGGA |
| Transposon | misc.cytochrome P450 | loc_os10g37160 | 12010.m06513 protein transposon protein, putative, unclassified, expressed | 13.671 | AK106424.1 | F: GGGAGTTCACCACCGTCATG  R: ATGAGCGCTTCGACTGTTC |
| Xylanase inhibitor | stress.biotic | loc_os11g47600 | 12011.m08560 protein xylanase inhibitor protein 1 precursor, putative, expressed | 13.808 | AK102505.1 | F: CGCTCTACTACGCCGTGATG  R: GGCCGGATTGAATGTGAGAAT |
| Myrosinase | misc.myrosinases-lectin-jacalin | loc_os01g24710 | 12001.m08937 protein salt stress-induced protein, putative, expressed | 16.331 | D10956.1 | F: ACATACGAGGCTGGAGTCCC  R: GGGAATCAAGGGTGGACGTA |
| Lipoxygenase 2.1 | hormone metabolism. jasmonate.synthesis-degradation.lipoxygenase | loc_os12g37260 | 12012.m07511 protein lipoxygenase 2.1, chloroplast precursor, putative, expressed | 16.408 | BM421235 | F: TGTCGGAGGTCGTCAATGG  R: GGAATCGTCCTGCTTCAAGCT |
| Aminotransferase y4uB | amino acid metabolism.synthesis.central amino acid metabolism.GABA.GABA transaminase | loc_os04g52440 | 12004.m10138 protein aminotransferase y4uB, putative, expressed | 27.181 | AK100259.1 | F: TTGGTGCTGGAGGTGTCATC  R: CCAGCCGTCCAAATCCAGTA |
| Aminotransferase y4uB | tetrapyrrole synthesis.GSA | loc_os04g52440 | 12004.m10138 protein aminotransferase y4uB, putative, expressed | 27.181 | AK100259.1 | Same as above |
| Unknown | Unknown | loc_os01g40290 | 12001.m10301 protein expressed uncharacterized protein | 51.741 | AK107734.1 | F: ACTTGCTAGTCAGGCGATCCA  R: CCACTGGGCTAGCTGAACATC |

F: Forward primer sequence; R: Reverse primer sequence

FC: Fold change in gene expression between infested (I) and un-infested (UI) host tissues RP (*indica* rice variety RP2068-18-3-5)

# Supplementary material for: Metabolic and transcriptomic changes induced in host during hypersensitive response mediated resistance in rice against the Asian rice gall midge
**Source:** Rice (N Y). 2016 Feb 19;9:5. doi: 10.1186/s12284-016-0077-6
**Supplement:** Additional file 11: — References S1. List of references referred to in Fig. 5.

**Additional file Reference 1: List of references cited in Figure 5**

Ref 1: Ramputh and Bown 1996

- Ramputh AI, Bown AW (1996) Rapid γ-aminobutyric acid synthesis and the inhibition of the growth and development of oblique banded leaf-roller larvae. Plant Physiol 111: 1349–1352

Ref 2: Zoeller et al 2012

- Zoeller M, Stingl N, Krischke M, Fekete A, Waller F, Berger S, Mueller MJ (2012) Lipid profiling of the *Arabidopsis* hypersensitive response reveals specific lipid peroxidation and fragmentation processes: biogenesis of pimelic and azelaic acid. Plant Physiol 160: 365–378

Ref 3: Danon et al 2005, Ochsenbein et al 2006

- Danon A, Miersch O, Felix G, Camp RG, Apel K (2005) Concurrent activation of cell death-regulating signalling pathways by singlet oxygen in *Arabidopsis thaliana*. Plant J 41: 68–80
- Ochsenbein C, Przybyla D, Danon A, Landgraf F, Gobel C, Imboden A, Feussner I, Apel K (2006) The role of EDS1 (enhanced disease susceptibility) during singlet oxygen-mediated stress responses of *Arabidopsis*. Plant J 47: 445–456

Ref 4: Gadjev et al 2006, Kim et al 2008

- Gadjev I, Vanderauwera S, Gechev TS, Laloi C, Minkov IN, Shulaev V, Apel K, Inzé D, Mittler R, Van Breusegem F (2006) Transcriptomic footprints disclose specificity of reactive oxygen species signaling in *Arabidopsis*. Plant Physiol 141: 436–445
- Kim C, Meskauskiene R, Apel K, Laloi C (2008) No single way to understand singlet oxygen signalling in plants. EMBO Rep 9: 435–439

Ref 5: Zoeller et al 2012

- Zoeller M, Stingl N, Krischke M, Fekete A, Waller F, Berger S, Mueller MJ (2012) Lipid profiling of the *Arabidopsis* hypersensitive response reveals specific lipid peroxidation and fragmentation processes: biogenesis of pimelic and azelaic acid. Plant Physiol 160: 365–378

Ref 6: Khajuria et al 2013

- Khajuria C, Wang H, Liu X, Wheeler S, Reese JC, El Bouhssini M, Whitworth RJ, Chen M-S (2013) Mobilization of lipids and fortification of cell wall and cuticle are important in host defense against Hessian fly. BMC Genomics 14: 423 doi:10.1186/1471-2164-14-423

Ref 7: Zhu et al 2008

- Zhu L, Liu X, Liu X, Jeannotte R, Reese JC, Harris M, Stuart JJ, Chen M-S (2008) Hessian fly (*Mayetiola destructor*) attack causes a dramatic shift in carbon and nitrogen metabolism in wheat. Mol Plant Microbe Interact 21: 70–78

Ref 8: Harris et al 2006

- Harris MO, Freeman TP, Rohfritsch O, Anderson KG, Payne SA, Moore JA (2006) Virulent Hessian fly (Diptera: Cecidomyiidae) larvae induce a nutritive tissue during compatible interactions with wheat. Ann Entomol Soc Am 99: 305-316

Ref 9: Rawat et al 2012

- Rawat N, Neeraja CN, Nair S, Bentur JS (2012) Differential gene expression in gall midge susceptible rice genotypes revealed by suppressive subtraction hybridization (SSH) cDNA libraries and microarray analysis. Rice 5: 8 doi:10.1186/1939-8433-5-8

Ref 10: Goverse et al 2000

- Goverse A, de Almeida Engler J, Verhees J, van der Krol S, Helder JH, Gheysen G (2000) Cell cycle activation by plant parasitic nematodes. Plant Mol Biol 43: 747-761

# Supplementary material for: Metabolic and transcriptomic changes induced in host during hypersensitive response mediated resistance in rice against the Asian rice gall midge
**Source:** Rice (N Y). 2016 Feb 19;9:5. doi: 10.1186/s12284-016-0077-6
**Supplement:** Additional file 12: — Method S1. Work flow for microarray analyses.

**Additional file Method S1**

**Work flow for microarray analyses**

Total RNA Extraction using Plant Total RNA Miniprep Kit (mdi Membrane) from plant tissue excised at different time points.

RNA (pooled RNA from different time points) quality check using Agilent Bioanalyzer 2100 (Agilent)

Transcriptome analyses on GeneChip Rice Genome Array (Affymetrix)

Labelling of RNA, target hybridization (for 16 h at 60 rpm, at 45 °), washing-staining-scanning (scanning of arrays using 3000 7G and scanner software AGCC)

Raw data collection (.CEL files) and pre-processing of data using Robust Multichip Average (RMA) algorithm

Normalization (Data processing, quality control, baseline transformation)

DEGs (Differentially Expressed Genes) selection

Moderated t-test p-value cut off=0.05 and fold change cut off=2

Mapping of DEGs on metabolic pathways using MapMan software

cDNA synthesis from total RNA extracted from plant tissues at different time points using Verso cDNA synthesis kit (Thermo Scientific)

Semi-quantitative RT-PCR for 14 genes under standardized PCR conditions

Image analysis using ImageJ software

Generation of relative expression values (REVs) of 14 genes using ubiquitin as reference gene. Thereafter, using these REVs, fold change between infested tissue and un-infested tissue was calculated

How the deposited data were processed for this re-analysis (not part of the article)

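Transcript levels were measured on the Affymetrix Rice Genome Array in tissue of the resistant rice RP at the feeding site of GMB1 maggots (RP-I) and at the same site of un-infested plants (RP-UI), with 3 biological replicates each. The replicates were kept in separate trays, and each array joins 24, 48 and 72 hai. The paper describes pooling RNA of the time points, and the deposited record describes pooling tissue. Which of them was done is not settled by the values.

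The authors made the values with RMA (background correction, quantile normalization and a summary per probe set) and deposited them as log2 signals, 1 per probe set and array. The methods name GeneSpring, while the submitters' processing notes name Affymetrix Expression Console and RMA, with versions not given in the sources used here. The deposited table holds all 57381 probe sets without the baseline transformation and without the percentile filter that the methods describe. RNA integrity was checked by the authors, and no value for it is given.

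The deposited log2 values were used as they are. The 123 control probe sets of the array maker were left out, and probe sets were kept whose mean over the 6 arrays reached the 10th percentile (51532 remained). RP-I was compared with RP-UI for each probe set with the moderated test of limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 coefficient for the group), and p-values were adjusted by the method of Benjamini and Hochberg over the probe sets kept. An adjusted p under 0.05 is a call. The counts at an unadjusted p of 0.05 or under, and with a 2-fold change besides, follow the paper's own thresholds. Standard errors are those of the moderated fit, ± marks the SD over the 3 arrays of a group, and "separated" means that each RP-I array lay above, or each below, each RP-UI array. Tables were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.

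Gene names come from the probe annotation of the series and a table of rice genes by locus tag and symbol: 22436 probe sets name 1 gene, 95 name several and 34850 name none, for 17905 genes, of which 2459 carry a name other than a number. The annotation holds no product descriptions, so gene lists written beforehand as words to look for in descriptions could not be used. In their place 53 lists were built from symbols alone (890 genes, 1151 probe sets). Such lists hold only the members that carry a symbol, which is part of each gene family. This was done after the values had been fitted once over all probe sets. A list was tested against all other probe sets with camera of limma (preset correlation 0.01), with its p-values adjusted over the 53 lists, and also with the correlation estimated from the arrays. The rotation test fry was run besides, which tests a list against no change and not against other probe sets. For each list, limma's p-values were also adjusted over its members alone. The bins of Tables S3 to S6 were read from the supplementary sheets, of which 10 of 19 were held for Table S3, 3 of 3 for Table S4, 10 of 34 for Table S5 and 4 of 4 for Table S6. Their 695 probe sets were selected by the study on the same arrays at its own thresholds: all have an unadjusted p of 0.05 or under here, so all pass when adjusted over a bin alone, and the smallest size of a log2 fold change among them is 0.97. What Tables S3 to S6 state as direction was compared with the sign found here, which was the same for 695 of 695.

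Replicate numbers pair the arrays by a rule set before the data were examined, like the main comparison, the filter and the other settings below that are not said to be added: a pair counts where the deviations from the group means of same-numbered arrays correlate above 0.1 in each of 3 pairs. The correlations were 0.521, 0.308 and 0.624, against a highest value of 0.295, 0.295 and -0.347 with another number. By these deviations, and among the arrays of the other group only, each of the 6 arrays was closest to its own number. By the signal itself RP-UI 1 and RP-UI 2 were closest to each other, as were RP-I 1 and RP-I 2. The fit with the replicate number as a block is therefore given beside each result whose call it changes or whose count it moves by more than 1.5 times. That the pairing comes from trays, days or handling is not stated for the arrays. The rule has a limit, since deviations within a group of 3 cancel out. A difference of both arrays numbered 3 would by itself make all 3 correlations positive, so the rule does not show that numbers 1 and 2 are pairs.

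Named genes follow a rule: every gene or probe set that the paper's text or Table S7 names, every probe set of tetrapyrrole synthesis in Table S4, every lipoxygenase, GABA shunt and nitrate reductase probe set, in each list the members with the largest absolute change past an adjusted p of 0.05 (up to 2), and over the array the 10 largest increases and 10 largest decreases that passed, were separated and name 1 gene. The paper's own values for its genes had been seen. Other members of bins and lists that are named, among them those that pass with the block only, were chosen after their values were seen. Where a gene has several probe sets, the one with the highest mean is given, and others where they disagree.

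The comparison was tested on simulated data with 200 probe sets changed (2-fold or 4-fold) among 51532. Noise was drawn for each probe set on its own, with the spread that the blocked fit leaves on the real arrays. Without replicate effects the test called 56 of 100 probe sets changed 2-fold and 83 of 100 changed 4-fold, with 7 false calls, and with the block 0 and 41. With replicate effects it called 7 and 64, and with the block 0 and 0. A simulated list that had been shifted was the only 1 called in each case. Members of the simulated lists varied independently, so this does not show how camera acts on real lists whose members vary together. The real arrays gave 4379 calls with the block, far more than were changed here, so the shares called need not carry over to them.

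Alternatives were no filter, a filter on each array, centring each array on its median, quantile normalization, eBayes with a trend and with trend and robust, the replicate block, array weights, leaving out probe sets whose names end in _s_at, _x_at or _a_at, fold changes from unlogged means, 1 probe set per gene for the lists, fry, an estimated correlation, and leaving out each array in turn. Leaving out both arrays numbered 3, with and without the block, and the block with an estimated correlation were added after the values had been seen. The metabolite and RT-PCR data of the paper are not among the deposited values and were left out. Histone H3 of Table S7 could not be matched to a probe set with the annotation and tables held here and was left out.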

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

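The lists below were set by symbol after a first fit, and the tests of the meristem and of RNA integrity were planned before their results were seen; the set of control transcripts in the RNA integrity test was corrected, to the 7 rice transcripts it had named, after a first value had been seen.

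These are signals in gene groups set by symbol, most of which the paper does not discuss; kinesins and tubulins belong to the cell organization and division genes that it reports, and TCP factors are a bin of its Table S6. The median log2 fold change was 0.93 for shoot meristem KNOX genes, 0.46 for chitinases and PR proteins, 0.36 for autophagy genes and 0.20 for aquaporins. It was -0.99 for kinesins, -0.90 for TCP factors, -0.46 for YABBY and growth-regulating factors, -0.44 for tubulins and -0.31 for cytosolic ribosomal proteins. Symbols alone do not show that each member belongs to its list. The chitinase and PR list takes in OsTLP genes, and RPL27 of the ribosomal list also carries the symbol CL27. By camera each list had an adjusted p under 0.05 over 53 lists, from 5.8e-13 to 0.0147, and with an estimated correlation none of the 9 did, the adjusted p being 0.344 or 0.485.

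DNA replication genes were lower in RP-I together with kinesins and mitotic cyclins by camera (26 of 32, 30 of 35 and 8 of 9 probe sets with a lower mean), though with an estimated correlation the adjusted p was 0.344 for each list. Less shoot meristem in the excised tissue could lower all of them, but the KNOX list, which marks that meristem, had a median log2 difference of at least 0.77 in each of the 3 pairs, where the loss of meristem needed a value under 0. This argues against a smaller meristem only if the KNOX transcript level per meristem cell stayed the same, which arrays of whole tissue cannot show. Fewer dividing cells outside the KNOX domain, which no list here measures, stay open as well. The KNOX list has 7 probe sets, all above the signal filter, and the study picked 2 of them (OSH1 and OSH71) from these arrays. Whether RNA integrity was lower in RP-I stays undecided: the 3' minus 5' signal of the median of 7 rice control transcripts differed by -0.17, within the pooled SD of 0.314, and a response of the cells to feeding stays open and untested.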

How the results depend on the processing

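Limits come first. With 3 arrays in each group leaving out 1 array moves the number of calls at an adjusted p under 0.05 from 290 to between 0 and 280 (the single arrays are below), and settings that change the spread move it in either direction. The medians of the arrays lie within a narrow range, as the normalization in RMA makes them. The probe sets of lowest signal were left out, and a small change in a transcript of low signal is not visible. No called list and no called named gene changed direction under the alternatives run. The settings below are the ones that moved a result across the threshold or by more than 1.5 times; the cause was not tested. The tests without both arrays numbered 3, and the block with an estimated correlation, were chosen after the results were seen.

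Calls at an adjusted p under 0.05 (higher, lower) were 126 (45, 81) with each array centred on its median, 87 (21, 66) with a trend, 87 (20, 67) with trend and robust, 402 (193, 209) after quantile normalization, 2675 (1410, 1265) with array weights, 4379 (2092, 2287) with the replicate block, 2492 (1438, 1054) without both arrays numbered 3 and 2156 (1248, 908) without them with the block. All of the 290 calls are among the 4379, and 290 of 290 are separated, as are 9717 of all 51532 probe sets (18.9%, where chance gives 10%). At an unadjusted p of 0.05 or under, 11924 passed with the block and 11678 with the block and without both arrays numbered 3, where 2088 were higher at 2-fold. Probe sets of the paper's bins at an adjusted p under 0.05 numbered 73, against 29 after centring, 17 with a trend, 17 with trend and robust, 420 with array weights, 553 with the block, 433 without both arrays numbered 3 and 427 without them with the block.

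Leaving out single arrays gave 0 to 280 calls (0 to 172 higher, 0 to 108 lower) and 0 to 58 in the bins. It was 280 (172 and 108) without RP-I 3 and 0 by limma in each of the other cases, with 5011 to 7977 probe sets at an unadjusted p of 0.05 or under. At 2-fold 1062 to 1834 were higher and 1238 to 2054 lower. Between 16 and 20 lists passed, and 13 passed in all 6 cases. Lists that crossed the threshold had adjusted p-values of 0.000988 to 0.122 (aquaporins), 0.00527 to 0.0718 (autophagy), 0.000988 to 0.104 (LEA), 0.00239 to 0.152 (photosystems), 0.0341 to 0.272 (peroxide scavengers), 0.00955 to 0.151 (gibberellin and diterpenoids), 0.000988 to 0.182 (jasmonate), 0.0346 to 0.982 (WRKY) and 0.0243 to 0.781 (HD-ZIP and homeobox).

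With the correlation estimated for each list 0 of 53 lists passed by camera, 6 had an unadjusted p under 0.05 (the smallest 0.0168), and fry, which tests against no change, called 5. The adjusted p was 0.344 for autophagy, chitinases, chlorophyll, D-type cyclins, DNA replication, kinesins, mitotic cyclins, KNOX, TCP and YABBY, 0.423 for cellulose synthases and NAC, and 0.485 for aquaporins, ribosomal proteins, LEA, photosystems and tubulins. With the block besides, 0 lists passed and 1 had an unadjusted p under 0.05, with adjusted p-values of 0.526 for chlorophyll, NAC and tubulins, 0.567 for cellulose synthases, 0.744 for photosystems and 0.470 for the other 12. Fry gave 0.134 for aquaporins, cellulose synthases and tubulins, 0.0763 for chitinases, 0.0958 for chlorophyll, 0.238 for ribosomal proteins and photosystems, 0.0523 for both cyclin lists, 0.0652 for kinesins, 0.284 for LEA and 0.136 for NAC.

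Other settings moved single lists. Peroxide scavengers (main value 0.0712) had 0.0203 with the block, 0.0198 with array weights, 0.0436 after quantile normalization, 0.00266 without both arrays numbered 3 and 0.00470 without them with the block. Gibberellin and diterpenoid genes (0.0535) had 0.0214 with the block, 0.0472 without a filter, 0.0451 after centring, 0.0462 after quantile normalization, 0.0477 with a trend and 0.0492 with trend and robust. Jasmonate synthesis (0.0535) had 0.0443 with the filter on each array, 0.0413 after centring, 0.0353 after quantile normalization, 0.0387 with a trend, 0.0378 with trend and robust, 0.00884 with array weights, 0.00112 without both arrays numbered 3 and 0.00119 without them with the block. Photosystem genes had 0.145 with array weights, 0.162 without probe sets shared between transcripts, 0.0724 with 1 probe set per gene, 0.263 without both arrays numbered 3 and 0.339 without them with the block. LEA genes had 0.0879 without shared probe sets, NAC 0.0714 with 1 probe set per gene and autophagy 0.0634 without both arrays numbered 3 with the block. With the replicate block 19 lists passed in place of 17, and 83 of 134 named probe sets were called with it only, not all of which are printed. Of the 40 named probe sets called without it, 23 lost the call with a trend, 19 after centring and 0 after quantile normalization or with the block.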

Differences from the paper's values

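No test in this part was chosen after its result was seen, except where said. Lipoxygenase 2.1 is measured by several probe sets. Its probe set with the highest mean had a 2.92-fold change, where the paper gives 16.408 for the gene. Of the alternatives set before the data were examined none brings this probe set to the paper's value: each gave between 1.96-fold and 3.75-fold. The probe set of this gene that ends in _s_at had a 16.4-fold change, so the paper's value is that of this probe set. The difference lies only in which probe set is read.

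The paper has slightly more probe sets higher than lower in RP-I (1494 and 1367, the paper's), at its p of 0.05 or under and 2-fold. Here 1373 were higher and 1492 lower at the same thresholds, from 51532 probe sets kept where the paper kept 43738. Higher ones were in the majority after quantile normalization (1450 and 1408), with the replicate block (1726 and 1655), with array weights (1728 and 1321), and without RP-UI 3 (1834 and 1826) or RP-I 3 (1557 and 1314). They were also in the majority without both arrays numbered 3 (2030 and 1501, or 2088 and 1532 with the block), a setting chosen after seeing the values. Of the 695 probe sets of the paper's tables, 694 reach those thresholds here and 565 without both arrays numbered 3 (130 dropped), or 570 with the block (125 dropped), all with the same sign.

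The paper reports nitrate reductase transcripts as up-regulated. In its nitrate reductase bin 1 probe set had a higher and 5 a lower mean in RP-I, while amino acid metabolism had 24 higher and 10 lower. The paper reports trehalose metabolism as down-regulated. The trehalose bin had 3 probe sets with a higher and 0 with a lower mean. The paper reports genes of ethylene synthesis as up-regulated. That bin had 6 with a higher and 6 with a lower mean, and with the block 6 rose and 5 fell. The salicylate bin, which holds methyltransferases, had 3 higher and 0 lower. Its gene LOC_Os06g13560 had a log2 fold change of -0.15 in the probe set of highest signal, which is not the one in the bin. The signs of the probe sets in these bins are those of the paper's own tables.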

Other observations

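The tests of shared trays and of other splits for the counts of probe sets were chosen after the results were seen. Control RNA values had been printed before the test of labelling was written.

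Sucrose transport and starch breakdown feed sinks that draw on sugar. The sucrose transporter SUT1 had a log2 fold change of 1.29 (standard error 0.43, adjusted p = 0.236, or 0.0164 with the replicate number as a block) in RP-I against RP-UI, and the sucrose synthase SUS4, which splits sucrose inside the cell, had a value of 2.03 (standard error 0.82, adjusted p = 0.331, or 0.0265 blocked). The amylase AMY1.5, which opens starch, had a value of 1.48 (standard error 0.31, adjusted p = 0.0949, or 0.0173 blocked). All 6 probe sets of the starch cleavage bin had a higher mean in RP-I and all 4 of the starch synthesis bin a lower one, with 6 up and 2 down with the block, in bins that the study chose on these arrays and that are no independent evidence. By limma without the block 0 of them passed, and all had an unadjusted p of 0.05 or under. Lists set by symbol did not pass by camera (adjusted p = 0.151 for sucrose synthases and transporters, 0.202 for amylases and 0.438 for starch synthesis).

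Hormone signals set cell division and the response to drought. The response regulator OsRR1, which damps cytokinin signals, had a log2 fold change of -1.68 (standard error 0.47, adjusted p = 0.167, or 0.0171 with the replicate number as a block), and the transcription factor PCF2, of the TCP family, had a value of -1.48 (standard error 0.41, adjusted p = 0.165, or 0.0363 blocked). The homeobox gene HOX24, which abscisic acid and drought induce, had a value of 3.21 (standard error 0.86, adjusted p = 0.150, or 0.0268 blocked), and the phosphatase PP2C68, which damps abscisic acid signals, had a value of 1.75 (standard error 0.35, adjusted p = 0.0860, or 0.0171 blocked). The dehydrin RAB16B had a value of 2.02 (standard error 1.55, adjusted p = 0.705, or 0.0201 blocked). The cytokinin response regulators had an adjusted p of 0.160 by camera and the protein phosphatases 2C of 0.165. The kinesin KIN14N fell (-1.62, standard error 0.22, adjusted p = 0.0495). Among genes that carry only a number as symbol in the annotation used here, LOC4342990 fell (-3.22, standard error 0.18, adjusted p = 0.0284) and LOC4346175 (2.87, standard error 0.37, adjusted p = 0.0476), LOC4337600 (2.70, standard error 0.32, adjusted p = 0.0455), LOC4344615 (2.58, standard error 0.35, adjusted p = 0.0479) and LOC4332568 (2.48, standard error 0.24, adjusted p = 0.0317) rose.

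Arrays of the same number vary together, and the block raises the calls at an adjusted p under 0.05 from 290 to 4379. Trays that shared conditions could bring this about, but the correlation of the deviations, at least 0.308 in each of the 3 pairs, is what raised that explanation and set the pairing, so it is no test of trays, which stay open. Arrays labelled and hybridized together could as well: over 69 probe sets of control RNAs that plants do not make it was at least 0.713, against 0.761 between numbers 1 and 2. Several of these probe sets measure the same RNA, so they are not independent of each other. This met what shared labelling needs, though number 1 correlated no more within its pair than with number 2. Deviations within a group of 3 cancel out, so a difference of both arrays numbered 3 would by itself make all 3 values positive. Number 3 had 0.934 within its pair and at most -0.742 with another number, and number 2 had 0.894 within its pair. The values show that both arrays numbered 3 differ alike from the rest. Whether arrays numbered 1, or those numbered 2, were labelled together cannot be told from them. No biological explanation was tested, since the design gives none for the numbers.

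For the 6 arrays, 10 splits into 3 and 3 are too few for a share under 0.05, and in each comparison only the real split, 1 of 10, gave a result as large. The real split gave 290 calls at an adjusted p under 0.05, and the highest other 0 (0 among those that part 3 pairs). At an unadjusted p of 0.05 or under it gave 7330, and the highest other 5351 (752 among those that part 3 pairs). It moved 17 lists by camera, and the highest other 14 (14 among those that part 3 pairs).

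The difference of 3' and 5' signal of added bacterial control RNAs was 2.63, 2.78 and 1.32 on RP-UI 1, 2 and 3 and 2.85, 3.06 and 1.19 on RP-I 1, 2 and 3.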
